# Multi-Tissue Omics Analyses Reveal Molecular Regulatory Networks for Puberty in Composite Beef Cattle

**DOI:** 10.1371/journal.pone.0102551

**Published:** 2014-07-21

**Authors:** Angela Cánovas, Antonio Reverter, Kasey L. DeAtley, Ryan L. Ashley, Michelle L. Colgrave, Marina R. S. Fortes, Alma Islas-Trejo, Sigrid Lehnert, Laercio Porto-Neto, Gonzalo Rincón, Gail A. Silver, Warren M. Snelling, Juan F. Medrano, Milton G. Thomas

## Abstract

Puberty is a complex physiological event by which animals mature into an adult capable of sexual reproduction. In order to enhance our understanding of the genes and regulatory pathways and networks involved in puberty, we characterized the transcriptome of five reproductive tissues (i.e. hypothalamus, pituitary gland, ovary, uterus, and endometrium) as well as tissues known to be relevant to growth and metabolism needed to achieve puberty (i.e., *longissimus dorsi* muscle, adipose, and liver). These tissues were collected from pre- and post-pubertal Brangus heifers (3/8 Brahman; *Bos indicus* x 5/8 Angus; *Bos taurus*) derived from a population of cattle used to identify quantitative trait loci associated with fertility traits (i.e., age of first observed *corpus luteum* (ACL), first service conception (FSC), and heifer pregnancy (HPG)). In order to exploit the power of complementary omics analyses, pre- and post-puberty co-expression gene networks were constructed by combining the results from genome-wide association studies (GWAS), RNA-Seq, and bovine transcription factors. Eight tissues among pre-pubertal and post-pubertal Brangus heifers revealed 1,515 differentially expressed and 943 tissue-specific genes within the 17,832 genes confirmed by RNA-Seq analysis. The hypothalamus experienced the most notable up-regulation of genes via puberty (i.e., 204 out of 275 genes). Combining the results of GWAS and RNA-Seq, we identified 25 loci containing a single nucleotide polymorphism (SNP) associated with ACL, FSC, and (or) HPG. Seventeen of these SNP were within a gene and 13 of the genes were expressed in uterus or endometrium. Multi-tissue omics analyses revealed 2,450 co-expressed genes relative to puberty. The pre-pubertal network had 372,861 connections whereas the post-pubertal network had 328,357 connections. A sub-network from this process revealed key transcriptional regulators (i.e., *PITX2*, *FOXA1*, *DACH2*, *PROP1, SIX6, etc.*). Results from these multi-tissue omics analyses improve understanding of the number of genes and their complex interactions for puberty in cattle.

## Introduction

Puberty is the process by which animals mature into an adult capable of sexual reproduction [1]. In heifers, puberty is characterized by the dynamic and biphasic response of the hypothalamus and pituitary gland to gonadal steroids and the subsequent increase in pulsatile secretion of luteinizing hormone (LH). These endocrine patterns result in first ovulation followed by a short estrous cycle and then normal cycles thereafter [2], [3]. These events are similar in the two bovine sub-species (i.e., *Bos indicus* and *Bos taurus)*, but occurred at markedly older ages in *Bos indicus* heifers [4], [5]. However, despite a growing molecular and physiological understanding of the reproductive system, knowledge of the precise mechanisms regulating puberty in ruminants is limited, and phenotypic identification of animals that undergo puberty at an early age is costly and labor-intensive. Therefore, enhancing our understanding of the genes and regulatory pathways and networks involved in bovine puberty will provide knowledge to help improve genetic selection and reproductive management in cattle.

The first bovine genome assembly was published in 2009 [6], and since that time, the development and use of various whole genome-omics tools has accelerated investigations of various aspects of cattle genetics [7], [8]. Whole genome single nucleotide polymorphism (SNP)-chip and RNA sequencing (RNA-Seq) data from the hypothalamus were used to construct gene networks associated with puberty in cattle [9], [10], [11]. Results from these approaches allowed us to postulate that regulatory loci underlying the quantitative trait loci (QTL) associated with heifer fertility traits influence puberty. Livestock production traits are usually complex and involve multiple tissues. The construction of gene co-expression networks can therefore help identify entire groups of differentially regulated genes across the various tissues composing the reproductive-endocrine axis of mammals. This approach has been useful in studies of skeletal muscle in ruminants [12], [13], [14] and human disease [15], [16], [17].

In the present study, we characterized the transcriptome of five reproductive tissues (i.e. hypothalamus, pituitary gland, ovary, uterus, and endometrium) as well as tissues known to be relevant to growth and metabolism and needed for cattle to achieve puberty (i.e., *longissimus dorsi* muscle, adipose, and liver). These tissues were collected from pre (PRE)- and post (POST)-pubertal Brangus heifers (3/8 Brahman x 5/8 Angus) that were progeny of a pedigreed-population of cattle used to identify QTL associated with fertility [11], [18], [19]. The fertility traits were age of first observed *corpus luteum* (ACL), first service conception (FSC), and heifer pregnancy (HPG). The first trait is quantitative and the other two are binary. A heifer that records success for these traits is considered to have experienced early puberty. This age requirement is a challenge for *Bos indicus*-influenced heifers [2], [4], [11], [19]. The QTL associated with these traits were determined with genome-wide association studies (GWAS). In order to exploit the power of complementary omics analyses, PRE and POST puberty co-expression gene networks were constructed by combining the results from GWAS and RNA-Seq (i.e., differential expression (DE) and tissue specific expression (TS)). The knowledge of transcription factors (TF) and network theory framework also contributed new insights into the regulatory genes (i.e., hubs) within these networks.

## Results and Discussion

### RNA-Seq data and normalization

Sixty-one samples from PRE (n = 4) and POST (n = 4) Brangus beef heifers were analyzed with RNA-Seq (Figure 1). 

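RNA from 8 tissues of 8 heifers was sequenced, in 30 libraries from PRE and 31 from POST heifers. By the sample labels each tissue and stage had 4 libraries, except endometrium with 3 in each stage and the PRE pituitary gland with 3. The paper gives mean ages of 353 days for PRE and 437 days for POST heifers, mean weights of 290 kg and 355 kg, and mean progesterone of 0.5 ng/mL and 7.1 ng/mL. POST tissues were taken in the luteal phase, when the ovary holds a corpus luteum beside its antral follicles, while PRE ovaries held antral follicles without a corpus luteum. Libraries were made with the TruSeq RNA kit and sequenced as single reads on an Illumina HiSeq, except for 2 hypothalamus libraries with shorter reads from an earlier Illumina instrument. The authors mapped the reads to UMD3.1 with CLC Genomics Workbench and expressed each gene as RPKM. The values analysed here are the authors' means over the libraries of a tissue and stage, as mean unique reads and mean RPKM of 24616 genes in 16 groups. They come with no value per animal, so no error, number of replicates or p-value stands beside them, and no replicate check was run. The paper states that reads and RPKM of every sample are public, but only the means were used here. The fractions of the mean reads are those of 3 libraries in each hypothalamus group, for which 4 are labelled, and of 4 in the PRE pituitary gland, for which 3 are labelled. Summed over genes, the mean unique reads ranged from 17109554 in PRE endometrium to 27132722 in PRE adipose tissue, with a median over groups of 21787152. By tissue, PRE and POST sums were 18779532 and 20320672 in hypothalamus, 20359792 and 21348391 in pituitary gland, 19703322 and 23044941 in uterus, and 20440401 and 23512141 in ovary. The POST sums were 20608929 in endometrium and 22225913 in adipose tissue, and liver and longissimus dorsi muscle had 22228206 and 22780214 in PRE and 25165306 and 23281851 in POST heifers. The difference of a gene is the log2 of POST minus that of PRE mean RPKM, with 0.2 added to each. A gene was counted as higher or lower in POST heifers when its mean RPKM reached 0.2 in 1 stage or both and the stages lay at least 4-fold apart on that scale, a rule of size that was set once the values were known to be means and that is not a test. For lists of genes fixed beforehand, the median difference of the members is set beside the medians of 10000 random lists matched on expression, and its percentile among them is given as a description.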

Samples were harvested from animals handled and managed according to the Institutional Care and Use Committee of New Mexico State University (approval number 2010-013). An average of 30 million sequence reads was obtained from each sample. These sequence results were assembled and mapped to the annotated 27,368 genes in the bovine genome assembly UMD3.1.74.

**Figure 1:**
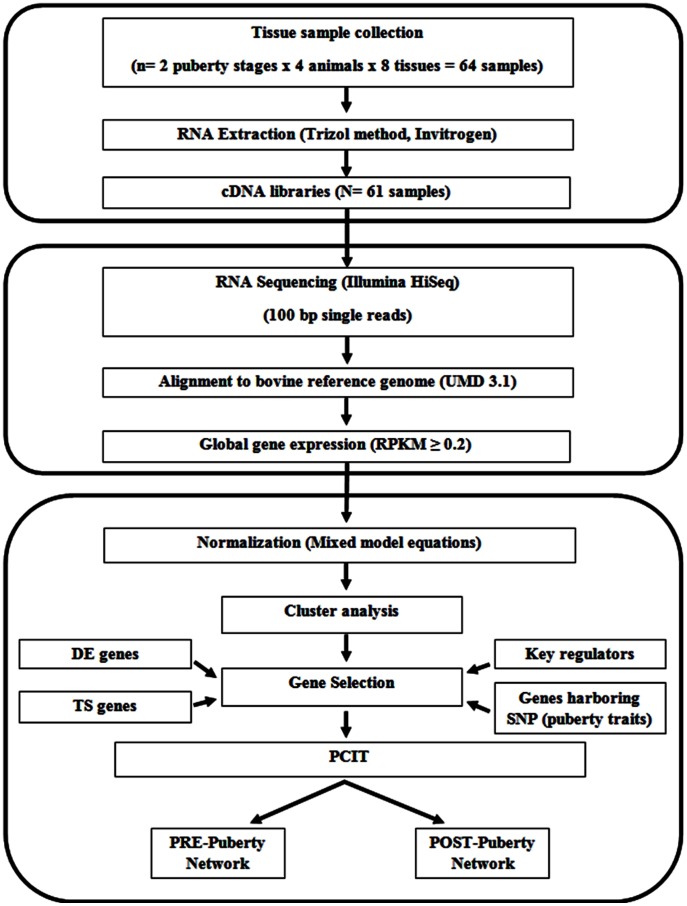
Flowchart of the analytical steps from tissue collection to RNA-Seq to normalization and network construction. DE (differentially expressed genes); RPKM (reads per kilobase of exon per million reads); TS (tissue specific); PCIT (partial correlation and information theory). Note: We failed to process three tissue samples, so 61 tissues were used for RNA-Seq analyses.

The relatively high number of reads from each cDNA library used in this study provided the sensitivity needed to detect lowly expressed genes. This statement is based on the conclusions of the studies described in Rapaport et al [20]. Specifically, differential expression of genes as measured with RNA-Seq provides enhanced sensitivity for detection of lowly expressed genes. Also, our prior experience analyzing RNA-Seq data provided strong evidence that our read-depth and number of libraries per tissue were adequate for this type of study [21], [22], [23].

In the current study, 70 to 80% of the sequences were categorized as mapped reads to the bovine reference assembly. Analyses of the reads per kilobase of exon per million reads (RPKM values) of sequence [24] were used to establish the total number of genes expressed in the transcriptome of the hypothalamus, pituitary gland, liver, *longissimus dorsi* muscle, adipose, uterine horn, endometrium, and ovary. 

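A few genes of known tissue products, such as prolactin, albumin and muscle actin, took the largest shares of the expressed transcripts. Of the 24616 genes, 17183 (69.8%) reached an authors' mean RPKM of 0.2 in at least 1 tissue and stage. Prolactin (PRL), a hormone of the anterior pituitary gland, was the most abundant transcript there, with 18.2% of the summed RPKM in PRE and 32.1% in POST heifers. Albumin (ALB), the main protein that liver secretes into blood, held 7.24% of the PRE and 8.61% of the POST liver sum, and skeletal actin (ACTA1) held 5.28% and 4.43% in longissimus dorsi muscle. Myelin basic protein (MBP) was the most abundant transcript of the PRE hypothalamus, at 2.64% of its sum. A set of 11476 genes reached 0.2 in all 16 groups, and 15812 reached an RPKM of 1 in at least 1 of them. No read was assigned to 1874 genes in any group. The number at or above 0.2 ranged from 12930 in PRE longissimus dorsi muscle to 15278 in PRE endometrium.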

Approximately 65% of the bovine transcriptome was represented in at least one tissue and physiological state (17,832 genes out of a total of 27,368 annotated *Bos taurus* genes). Hierarchical cluster analysis validated the optimality of RNA-Seq data normalization procedures. 

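Uterine and endometrial tissue were the closest pair of different tissues, and the 8 tissues otherwise formed groups of their own. Pearson's r across the 17183 expressed genes on the log2 scale was highest between PRE and POST liver (0.996), followed by longissimus dorsi muscle (0.989) and hypothalamus (0.986). Between the stages it was 0.973 in ovary, 0.972 in adipose tissue, 0.963 in pituitary gland, 0.958 in uterus and 0.921 in endometrium. PRE uterus lay nearest to PRE endometrium (0.986), and POST endometrium lay nearer to POST uterus (0.933) than to PRE endometrium. Thus 13 of the 16 groups had the other stage of their own tissue as the nearest group, and in 6 of the 8 tissues PRE and POST joined first in the hierarchical tree. The POST ovary lay nearer to the POST pituitary gland (0.879) than the PRE ovary did (0.827), and POST adipose tissue lay nearer to POST liver (0.816) than PRE adipose tissue did (0.736). These values run across genes, which are not independent replicates, and between group means, so the spread of single libraries does not enter them.

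**Figure D1:**
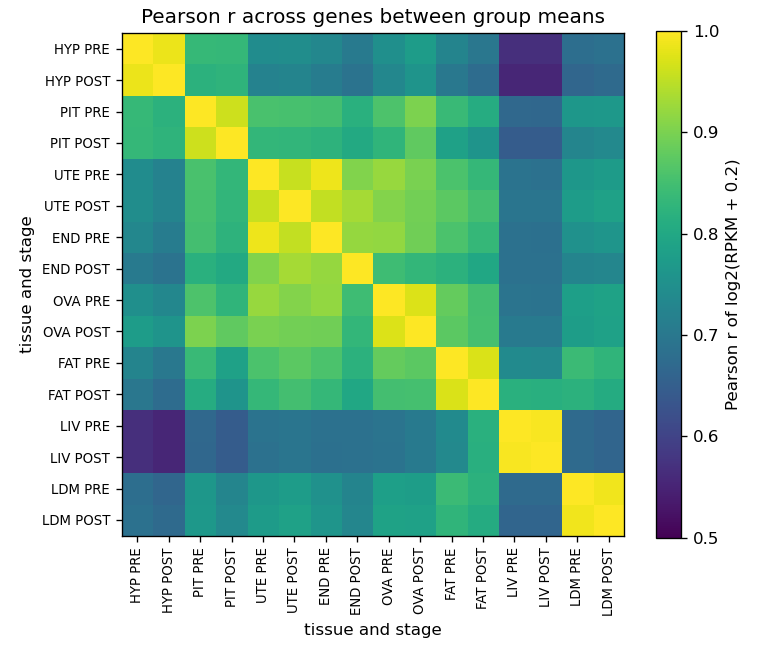
Pearson's r across expressed genes between the authors' means of the 16 tissue and stage groups, on the log2 scale. Both axes list the groups by tissue with PRE before POST, not in the order of the tree. The colour gives r, with PRE and POST of uterus and endometrium in a common block and a band between the POST ovary and the pituitary gland.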

Figure 2 shows that RNA-Seq data clustered first according to tissue, and then according to developmental stage (PRE and POST). The number of unique reads and RPKM of each gene within each of the 61 samples are publically available at the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/; accession number GSE55435). Table S1 list the 2,450 genes that will be discussed in the following sections. Specifically, this table provides average gene expression level for DE, TS, TF, and (or) containing a SNP detected with GWAS in PRE and POST heifers.

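Genes with large differences in uterus and endometrium, such as neuromedin B (NMB), a peptide of the bombesin family, and the retinoic acid hydroxylase CYP26, are marked DE in the part of Table S1 that was used. In uterus, the authors' mean RPKM of NMB was 6.53 in PRE and 589 in POST heifers, and in endometrium that of CYP26 was 0.255 in PRE and 175 in POST heifers. The glycoprotein DMBT1, which mucosal epithelia secrete, was lower, with 27.4 in PRE and 0.033 in POST endometrium. In adipose tissue, the acute-phase protein gene SAA1 had a mean of 0.421 in PRE and 54.2 in POST, together with a large set of other liver transcripts. The first 1993 of the 2450 rows of Table S1 were used, of which 1183 are marked DE, 762 TS, 326 TF and 213 SNP. Of the DE genes there, 391 (33.1%) had an authors' mean RPKM under 1 in every tissue and stage, and 112 had one under 0.2 throughout.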

**Figure 2:**
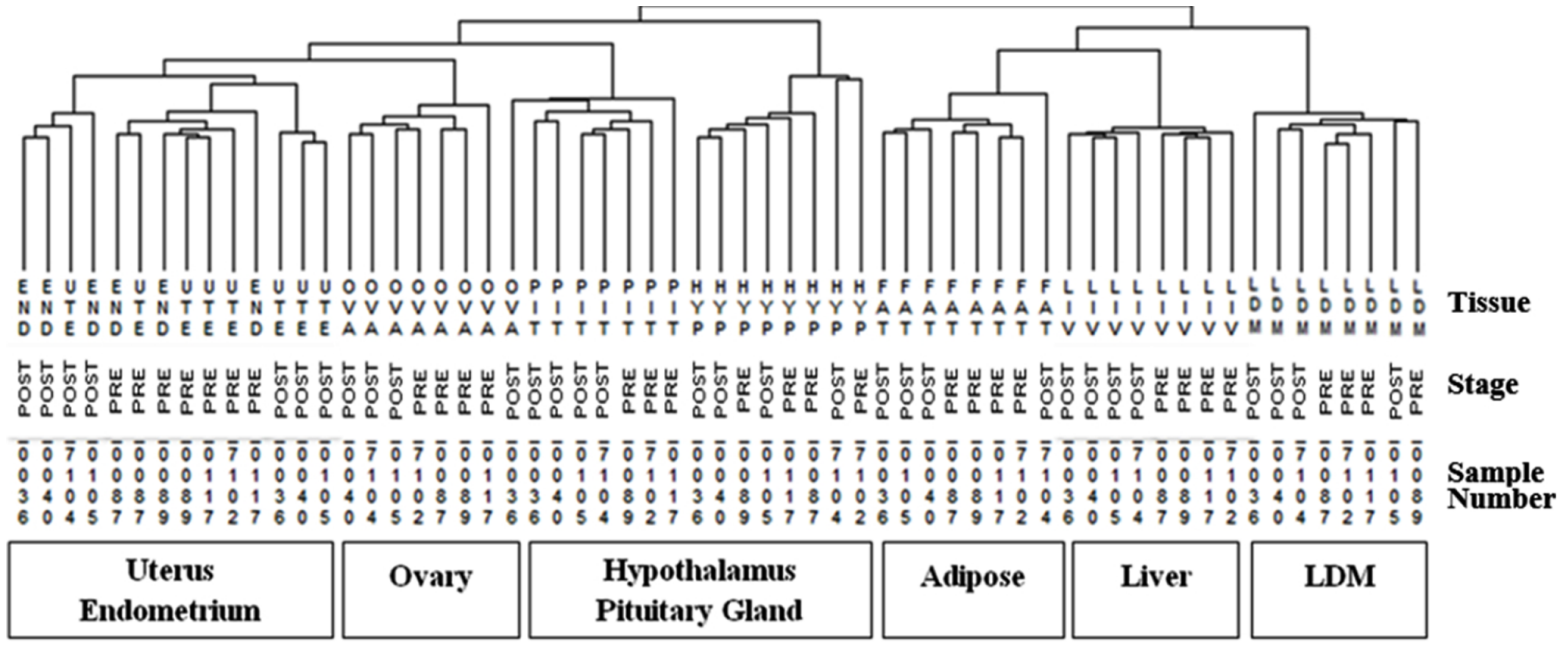
Hierarchical clusters from RNA-Seq data of 17,832 genes across 61 tissues. Samples clustered first by tissue of origin and then by stage, PRE or POST-puberty. Abbreviations of samples include: HYP (hypothalamus); PIT (pituitary gland); UTE (uterus); END (endometrium); OVA (ovary); FAT (adipose); LIV (liver); LDM (*longissimus dorsi* muscle).

### Differentially expressed genes among PRE and POST puberty heifers

The statistical significance of differential gene expression was ascertained via mixtures of distributions. The two-component mixture model was applied to the vector of differential expression measures in all genes simultaneously. However, for each gene, the p-values correspond to the posterior probability of belonging to each component in the mixture, the component with non-differentially expressed genes (clustered around zero and with small variance) and the component with differentially expressed genes (also clustered around zero, but with large variance allowing to capture extreme values).

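The proto-oncogene MYC, the ribosomal protein gene RPL12 and the RNA-binding protein gene RBM44 were lower in POST heifers in every one of the 8 tissues. The mean log2 difference over tissues was -1.37 for MYC, -1.36 for RPL12 and -1.96 for RBM44, and that of MYC ran from -2.53 to -0.02. The authors' mean RPKM of RPL12 lay between 128 and 1330.0 in PRE and between 72.7 and 482 in POST tissues. The largest difference shared by all tissues belonged to a gene without a symbol (ENSBTAG00000040367), whose mean log2 difference was -4.38. Altogether 28 genes had a mean difference of at least 2-fold with the same sign in all tissues, 21 of them lower and 7 higher in POST heifers, and with log2(RPKM + 1) 11 did. The level of RBM44 was low, at most 1.39 in a PRE tissue, so its difference depends on the amount added. By the 4-fold rule, 2645 pairs of a gene and a tissue lay apart between the stages, from 2091 genes, and 18 of these genes did so in 4 tissues or more. No test was run on any of them, since the values are group means. The tissues of a stage come from the same heifers, so a shared sign in 8 tissues is not 8 independent observations.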

Resulting from this approach, a total of 2,212 transcripts corresponding to 1,515 annotated genes were found to be DE (*P*<0.001) among PRE and POST heifers in at least one of the eight tissues. Figure 3 shows the numbers of genes differentially up- and down-regulated for each of the eight tissues among PRE and POST heifers. 

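By the 4-fold rule with 0.2 added, endometrium and uterus held the most genes apart between the stages and liver the fewest. In endometrium 505 genes were higher and 517 lower in POST heifers, of 15620 compared. Longissimus dorsi muscle had 66 higher and 31 lower genes of 13300, with smooth muscle myosin (MYH11), at 6.90 in PRE and 174 in POST, the largest of the higher and neuronatin (NNAT), at 23.8 in PRE and 1.24 in POST, the largest of the lower ones; under the mixture lower genes were the majority there, with 456 higher and 543 lower. In muscle the adipocyte lipid droplet gene CIDEC was also lower, at 51.1 in PRE and 4.33 in POST. The order of tissues depends on the method: under the two-component mixture pituitary gland had 1477, ovary 1398, endometrium 910, liver 477 and hypothalamus 354, and with log2(RPKM + 1) pituitary gland, with 243, was above uterus, with 216. Under a 2-fold rule the total over both directions ran from 108 genes in liver and 470 in longissimus dorsi muscle to 3737 in endometrium. 

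**Figure D2:**
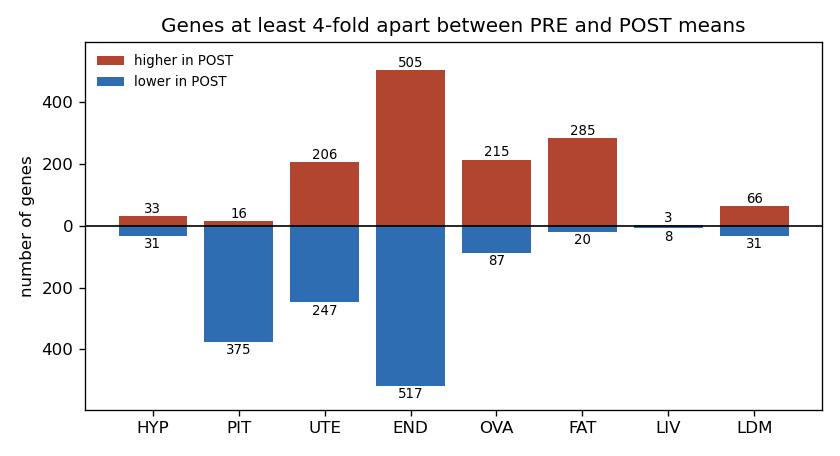
Number of genes at least 4-fold higher (above 0) and lower (below 0) in POST than in PRE heifers, by tissue, from the authors' mean RPKM with 0.2 added. The bar of lower genes is the longer in the pituitary gland, and nearly all of the bar in adipose tissue is of higher genes.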

The highest proportion of up-regulated genes was observed in the hypothalamus as 204 of the 275 DE genes were up-regulated in heifers reaching puberty. 

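Orexin and melanin-concentrating hormone were among the neuropeptides higher in the POST hypothalamus. Orexin (HCRT), a peptide of arousal and feeding, had an authors' mean RPKM of 12.6 in PRE and 115 in POST heifers, and melanin-concentrating hormone (PMCH) one of 131 in PRE and 507 in POST. Corticotropin-releasing hormone (CRH) was at 2.46 in PRE and 9.13 in POST, and NPVF, the precursor of a peptide that inhibits gonadotropin release, was at 0.171 in PRE and 2.05 in POST. Over 29 neuropeptides, their processing enzymes and reproductive receptors the median log2 difference was 0.50 (percentile 100), with 9 members higher by at least 2-fold and none lower. Genes of ciliated and ependymal cells had a median of 0.96, including the cilia regulator FOXJ1 at 1.52 in PRE and 6.07 in POST. Among the lower genes, choline acetyltransferase (CHAT) was at 3.38 in PRE and 0.287 in POST and the vesicular transporter SLC18A3 at 2.90 in PRE and 0.401 in POST. In all, 33 genes were higher and 31 lower by the 4-fold rule, of 15380 compared, so that 51.6% were higher; this small majority turned to the lower genes with log2(RPKM + 1) (13 of 28 higher), under the mixture (155 of 354), with CPM and with centring. Other lists differed in the same means: 3 of 6 pituitary transcripts (GH1, PRL and CGA) were at least 4-fold higher, with a median of 1.79 (percentile 100), neuronal genes had a median of 0.38 with all 10 within 2-fold, and extracellular matrix genes one of -0.61. Immunoglobulin light chain (IGLL1) had the largest difference, with 1.70 in PRE and 175 in POST, smooth muscle genes had a median of -1.84, skeletal muscle genes one of 1.72, and FOLR1, a folate receptor of the choroid plexus, was at 4.89 in PRE and 0.158 in POST. Of the hypothalamus libraries, 2 that the paper's text does not name had shorter reads.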

In adipose tissue, 197 genes were up-regulated and 119 genes were down-regulated. This tissue therefore had the largest overall number of DE genes (n = 316) between the PRE and POST states. These results were expected as the endocrine response of the hypothalamus to signals from adipose tissue have been a long-term focus of study for cattle puberty [3], [25], [26].

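Fatty acid synthase was higher in POST adipose tissue, and so was a large set of transcripts of liver. Fatty acid synthase (FASN) had an authors' mean RPKM of 124 in PRE and 582 in POST heifers, and GPAM, the first enzyme of triglyceride assembly, one of 136 in PRE and 317 in POST. Over 20 genes of lipid synthesis the median log2 difference was 0.36 (percentile 100), with 18 of them within 2-fold, and over 24 genes of oxidative phosphorylation it was 0.40, all within 2-fold. UCP1, the uncoupling protein of thermogenic adipocytes, was lower, at 10.8 in PRE and 0.561 in POST, but 8 listed genes of these cells had a median of -0.01, with COX8B at 0.817 in PRE and 11.8 in POST and ELOVL3 at 0.017 in PRE and 0.292 in POST. The inflammatory protein gene PTX3 was also lower, at 69.9 in PRE and 10.7 in POST. Interferon-stimulated genes had a median of -0.53, with ISG15 at 19.2 in PRE and 6.90 in POST. By the 4-fold rule 285 genes were higher and 20 lower, of 14648 compared. Most of the higher genes are transcripts of liver: the haem carrier hemopexin (HPX) was at 0.742 in PRE and 152 in POST and fibrinogen alpha (FGA) at 2.46 in PRE and 263 in POST. Of 23 listed liver transcripts 22 were at least 4-fold higher, with a median of 5.39. Of the higher genes, 260 have their highest mean outside adipose tissue in liver, and 25 do not. The paper regards its own counts in hypothalamus and adipose tissue as foreseen, because how the hypothalamus responds to adipose signals has long been studied in cattle puberty.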

**Figure 3:**
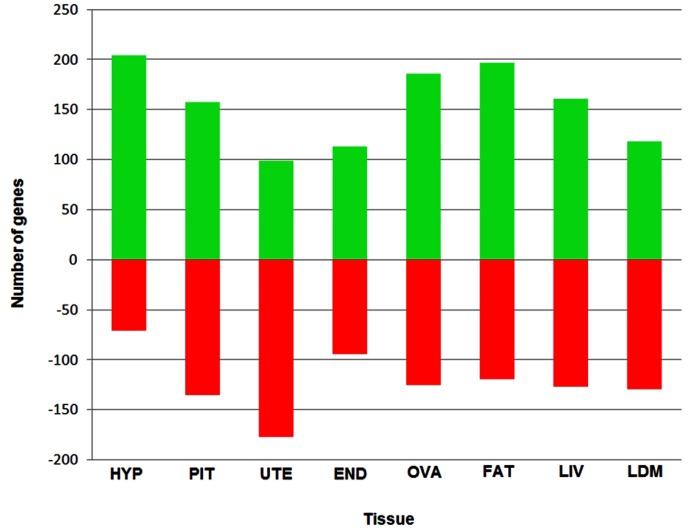
Genes down- and up-regulated between PRE and POST puberty heifers across eight tissues. Number of genes down- (red) and up-regulated (green) from the 2,212 differentially expressed genes between PRE and POST puberty heifers (corresponding to 1,515 unique genes) detected with RNA-Seq analysis. Abbreviations include: HYP (hypothalamus); PIT (pituitary gland); UTE (uterus); END (endometrium); OVA (ovary); FAT (adipose); LIV (liver); LDM (*longissimus dorsi* muscle).

Arginine vasopressin (*AVP*) and oxytocin (*OXT*) were the most significantly DE genes in hypothalamus. 

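The vasopressin gene AVP and the oxytocin gene OXT, neighbours on chromosome 13 of UMD3.1 from 52563657 to 52565676 and from 52575278 to 52576188, encode peptides that hypothalamic neurons release from the posterior pituitary gland. In hypothalamus the authors' mean RPKM of AVP was 928 in PRE and 663 in POST heifers, and that of OXT was 557 in PRE and 1069 in POST heifers, a log2 difference of 0.94. OXT was at 2.31 in PRE and 275 in POST ovary, where luteal cells are known to make oxytocin, a log2 difference of 6.77. AVP stood at 0.081 in PRE and 0.377 in POST adipose tissue, 0.017 in PRE and 0.629 in POST liver, 0.153 in PRE and 0.800 in POST ovary and 0.033 in PRE and 0.558 in POST uterus. For OXT the means were 0.110 in PRE and 0.523 in POST adipose tissue and 0.410 in PRE and 0.086 in POST longissimus dorsi muscle. Apart from OXT in ovary, the higher mean of each of these 6 differences rests on 3.5 to 12.8 unique reads per library. Each is 0.0489% to 0.121% of the level in hypothalamus of the same stage, within the range of shares that 40 other hypothalamic transcripts have in those tissues. That range reaches 0.644% in POST adipose tissue, 5.75% in POST uterus, 7.56% in POST ovary, 7.68% in POST liver and 421% in PRE muscle. Lying within so wide a range does not decide where these reads come from.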

The *AVP* gene was also DE between PRE and POST heifers in adipose, liver, ovary, and uterus (up-regulated in all) while *OXT* showed up-regulation in adipose, hypothalamus and ovary and down-regulation in *longissimus dorsi* muscle. Arginine vasopressin and oxytocin are posterior pituitary peptide hormones, which are synthesized in the supraoptic and paraventricular nuclei of the hypothalamus. These hormones are involved in many physiological events such as lactation, renal and cardiovascular functions, as well as cognition, tolerance, adaptation, and complex sexual and maternal behavior [27], [28]. However, this is an interesting observation as adipose tissue is generally considered an endocrine target of *OXT*. The vasoactive intestinal peptide (*VIP*) gene was found DE in hypothalamus and pituitary gland (up regulated). This gene was also associated with ovarian development [29], [30].

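VIP, the gene of vasoactive intestinal peptide, had the largest difference among the named genes higher in the POST pituitary gland. It lies on chromosome 9 of UMD3.1 from 90889142 to 90897698. The authors' mean RPKM in pituitary gland was 2.33 in PRE and 20.4 in POST heifers, a log2 difference of 3.02. In hypothalamus it was 2.24 in PRE and 1.90 in POST, a log2 difference of -0.22. CARTPT, the precursor of another peptide of hypothalamic neurons, was higher beside it in the pituitary gland, at 3.36 in PRE and 17.3 in POST.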

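Genes of vessels and connective tissue were far lower in the POST pituitary gland, while its hormone genes went both ways. The precursor of corticotropin (POMC) had an authors' mean RPKM of 1563 in PRE and 2986 in POST heifers, prolactin one of 98325 in PRE and 167975 in POST and the thyrotropin beta subunit (TSHB) one of 359.8 in PRE and 613 in POST. The common alpha subunit of the glycoprotein hormones (CGA) was lower, at 8650.1 in PRE and 4453 in POST, and all 9 listed pituitary transcripts were within 2-fold, with a median log2 difference of -0.06. Over 31 pituitary hormones, receptors and transcription factors the median log2 difference was 0.31 (percentile 100), against 0.14 for all genes with an RPKM of at least 5 in both stages, and no member was apart by 4-fold. Of 9 endothelial genes 6 were at least 4-fold lower, with a median of -3.01; the tight junction gene CLDN5 was at 87.7 in PRE and 0.637 in POST. Extracellular matrix genes had a median of -1.80, with 8 of 16 at least 4-fold lower, and SPARC, a matrix protein, was at 2277 in PRE and 159 in POST. Myelin basic protein was at 701 in PRE and 10.8 in POST, with 7 of 12 oligodendrocyte genes within 2-fold (median -0.84) and neuronal genes at a median of 0.11. Further lower genes were transthyretin (TTR), which carries thyroid hormone, at 805 in PRE and 12.1 in POST, and the chemokine receptor DARC of venous endothelium, at 136 in PRE and 0.281 in POST. Genes of the mitochondrial genome had a median of -1.76. In total 16 genes were higher and 375 lower by the 4-fold rule, of 15362 compared. The PRE pituitary means have the fractions of 4 libraries where 3 are labelled, so which libraries entered them is not known.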

The pituitary gland had 292 DE genes (i.e. 135 down- and 157 up-regulated, respectively). 

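RPL39, a protein of the large ribosomal subunit, is the name of several gene models, of which that on chromosome X of UMD3.1 from 97604641 to 97605063 was far lower in the POST pituitary gland. Its authors' mean RPKM there was 112 in PRE and 0.482 in POST heifers, a log2 difference of -7.36. The model of the same protein with the highest level (ENSBTAG00000047136), on chromosome 14 from 26180764 to 26180919, was at 1565 in PRE and 913 in POST pituitary gland. In hypothalamus RPL39 was at 0.350 in PRE and 0.480 in POST, and in longissimus dorsi muscle at 0.172 in PRE and 0.120 in POST; these means rest on at most 1.33 unique reads per library. The highly expressed model was at 528 in PRE and 506 in POST hypothalamus. PROZ, the vitamin K-dependent protein Z of plasma, lies on chromosome 12 from 90532576 to 90541989 and had a mean of 0.088 in PRE and 0.044 in POST pituitary gland.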

The largest DE was observed for the genes of ribosomal protein L39 gene (*RPL39*) essential for cell growth development and Vitamin K-dependent protein Z (*PROZ*) known to be involved in the venous thrombosis and pregnancy in several human populations [31], [32]. The *RPL39* gene was initially associated with reduced body size and diminished fertility [32], [33] and more recently with testicular function [34]. This gene was also DE in hypothalamus and *longissimus dorsi* muscle (up-regulated at puberty). The relaxin gene, specifically *RLN3,* was also observed in the list of the most down-regulated genes in the pituitary gland. This gene is expressed in several reproductive tissues as it has various roles in the female such as softening of the cervix, elongation of the pubic symphysis, inhibition of uterine contractions at parturition, as well as unique roles in enhancing sperm motility. Regarding the pituitary gland, relaxin has a role in regulating secretion of oxytocin and vasopressin [35], [36].

In samples from the uterine horn and endometrium, 207 and 276 DE genes respectively were detected among PRE and POST heifers. 

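Cell cycle genes were lower in both uterus and endometrium of POST heifers, and single secreted proteins of the luteal-phase uterus were far higher. Of 23 cell cycle genes 14 were at least 4-fold lower in uterus and 12 in endometrium, with median log2 differences of -2.40 and -2.15 (percentile 0 in each), while CCNB1 was at least 4-fold higher in endometrium. The authors' mean RPKM of the proliferation marker MKI67 was 5.94 in PRE and 0.270 in POST heifers in uterus, and 5.27 in PRE and 0.170 in POST in endometrium. CDC20, an activator of the anaphase-promoting complex, was at 8.33 in PRE and 0.312 in POST uterus. IGFBP1, which binds insulin-like growth factors, was at 0.312 in PRE and 56.6 in POST uterus, and DGAT2, an enzyme of triglyceride synthesis, at 4.16 in PRE and 99.1 in POST endometrium. The oxytocin receptor (OXTR) was at 40.7 in PRE and 1.19 in POST endometrium, and IGFBP3, of the same family as IGFBP1, at 201 in PRE and 10.9 in POST endometrium. The median of the list of luteal-phase genes and steroid receptors was -0.09 in uterus and 0.17 in endometrium, since its members went both ways. Other groups differed between the tissues. Ciliated cell genes had a median of -1.83 in uterus and -0.32 in endometrium, and all 9 smooth muscle genes were at least 4-fold lower in endometrium, with a median of -3.72, against 0.37 in uterus. The epithelial tight junction gene CLDN4 was at 6.34 in PRE and 95.2 in POST endometrium, where epithelial genes had a median of 1.05, with 7 of 12 at least 2-fold higher and 2 as much lower (KRT7 and PROM1). By the 4-fold rule 206 genes were higher and 247 lower in uterus, of 15389 compared; 276 genes were apart in both tissues, 271 of them in the same direction. Across 15205 genes Pearson's r between the differences of uterus and endometrium was 0.525, and for 658 genes these differences lay at least 4-fold from each other. 

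**Figure D3:**
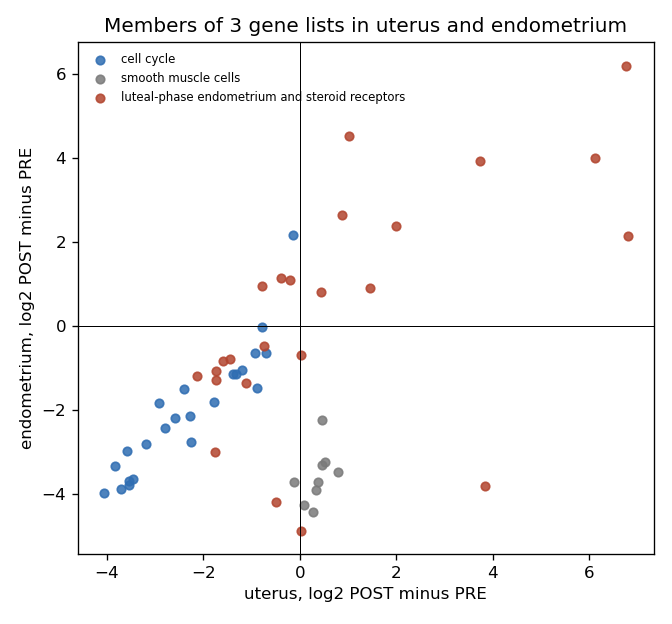
Log2 difference (POST minus PRE) of the members of the cell cycle (blue), smooth muscle (grey) and luteal-phase (red) lists in uterus (horizontal axis) and endometrium (vertical axis), from the authors' mean RPKM. Each point is a gene. Most cell cycle genes lie low on both axes, and the smooth muscle genes lie low in endometrium alone.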

The teratocarcinoma-derived growth factor 1 (*TDGF1*) and proenkephalin (*PENK*) genes were the most DE genes observed and both have been shown to play an essential role in embryonic development, the estrous cycle, and early pregnancy, which coincide with the strong body of evidence for the role of *PENK* in neural tissues [37], [38]. 

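TDGF1 and PENK were among the genes with the largest differences of uterus and endometrium, each higher in POST heifers. TDGF1, a co-receptor of the Nodal growth factor, lies on chromosome 22 of UMD3.1 from 53432383 to 53437016. Its authors' mean RPKM was 0.779 in PRE and 273 in POST heifers in uterus, and 1.20 in PRE and 1058 in POST in endometrium, a log2 difference of 9.56. Elsewhere TDGF1 was at 0.131 in PRE and 1.21 in POST hypothalamus, 0.155 in PRE and 0.874 in POST pituitary gland and 0.161 in PRE and 0.476 in POST liver. PENK, the precursor of enkephalin opioid peptides, lies on chromosome 14 from 25218586 to 25222991. It was at 6.97 in PRE and 770.3 in POST uterus, a log2 difference of 6.75, and at 11.1 in PRE and 832 in POST endometrium. PENK was at 84.2 in PRE and 105 in POST hypothalamus and 0.191 in PRE and 0.820 in POST liver. In adipose tissue both were lower in POST heifers, TDGF1 with 3.77 in PRE and 0.124 in POST and PENK with 2.98 in PRE and 0.462 in POST.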

*TDGF1* and *PENK* were up-regulated in the POST heifers in five out of eight tissues analyzed (uterus, endometrium, hypothalamus, pituitary gland and liver). The *PENK* gene maps to a region on bovine chromosome 14, which has been shown to be associated with fertility traits in this population of Brangus cattle as well as Brahman cattle of Australia [19], [39], [40].

The SIX homeobox 6 (*SIX6*) and PROP paired-like homeobox 1 (*PROP1*) genes also appeared as some of the most significantly up-regulated genes in the endometrium. The *SIX6* gene was also up-regulated in the hypothalamus and liver, consistent with its postulated role as an important regulator of gonadotropin-releasing hormone (GnRH) [41]. This is an interesting result as GnRH is now known for its role in a plethora of tissues [42]. 

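SIX6, a homeobox gene of pituitary and hypothalamic development, was near the floor of the measurement in endometrium. SIX6, on chromosome 10 of UMD3.1 from 72953088 to 72955661, was listed at 0 in PRE and 0.046 in POST endometrium as the authors' mean RPKM, 0.232 in PRE and 0.660 in POST hypothalamus and listed at 0 in PRE and 0.031 in POST liver. The log2 difference of SIX6 in hypothalamus was 0.99.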

The *PROP1* gene has roles in pituitary development and hormone expression such as luteinizing hormone, follicle-stimulating hormone, growth hormone, prolactin, and thyroid-stimulating hormone [43], [44], [45].

The number of DE genes detected in the liver and ovary were 288 and 311, respectively. 

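Steroid-making genes of the corpus luteum were higher in the POST ovary, and so was a full set of pituitary transcripts. STAR, which brings cholesterol into mitochondria, had an authors' mean RPKM of 35.2 in PRE and 652 in POST heifers, the progesterone-making enzyme HSD3B one of 69.5 in PRE and 797 in POST, and FDX1, the ferredoxin of steroid synthesis, one of 28.9 in PRE and 186 in POST. Of 16 genes of luteal function 6 were at least 4-fold higher and none was as much lower, with a median log2 difference of 1.43 (percentile 100). Granulosa and theca cell genes had a median of -0.08, with aromatase (CYP19A1) at 17.2 in PRE and 22.7 in POST, and oocyte genes one of -0.26. The cilia regulator FOXJ1 was lower, at 9.64 in PRE and 0.225 in POST, as was the annexin ANXA8, at 19.9 in PRE and 0.534 in POST, while 10 of 12 epithelial genes were within 2-fold. All 9 listed pituitary transcripts were at least 4-fold higher, with a median of 7.08: CGA was at 3.96 in PRE and 2079 in POST, TSHB at 0.163 in PRE and 85.6 in POST, the luteinizing hormone subunit LHB at 3.08 in PRE and 444 in POST and the pituitary transcription factor POU1F1 at 0.03 in PRE and 12.0 in POST. Counting all genes, 215 were higher and 87 lower by the 4-fold rule, of 15540 compared; without genes at least 5 times higher in another tissue the majority turned, with 61 higher and 67 lower. Of the higher genes, 103 have their highest mean outside the ovary in the pituitary gland, and 112 do not. 

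**Figure D4:**
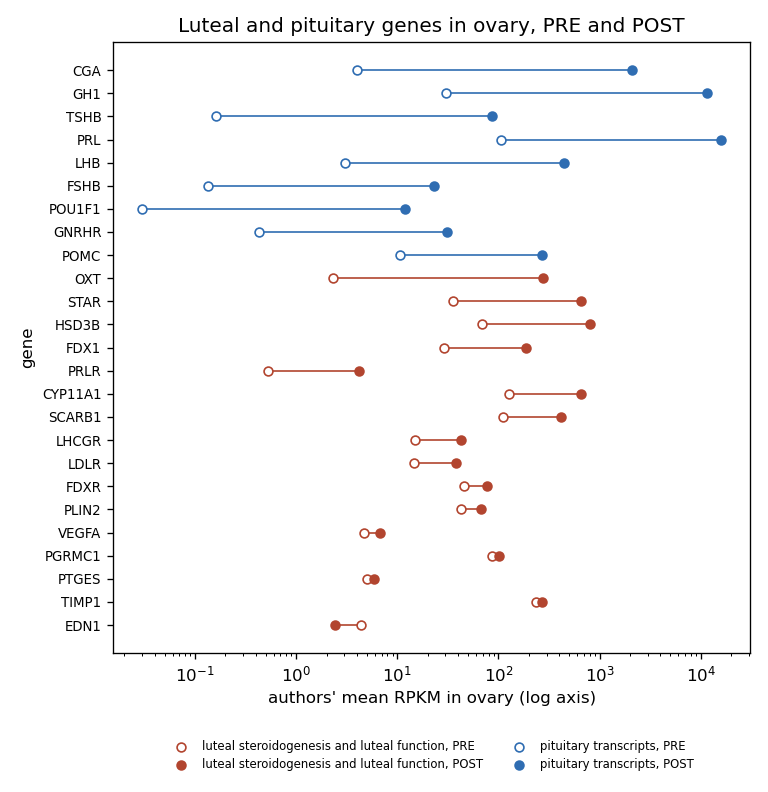
Authors' mean RPKM in ovary of genes of luteal function (red) and of pituitary transcripts (blue) on a log axis. Open circles are PRE, filled circles POST, and a line joins the means of a gene; all pituitary transcripts and most luteal genes lie to the right in POST.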

In the ovary, 186 genes were up-regulated and 125 were down-regulated. The liver had a higher proportion of genes up-regulated (n = 161) versus down-regulated (n = 127) with the neuregulin 3 (*NRG3*) gene as one of the most up-regulated genes in POST heifers. This gene encodes ligands for the transmembrane tyrosine kinase receptors members of the epidermal growth factor (EGF) receptor family. It also promotes mammary differentiation during embryogenesis [46]. 

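Liver differed least between the stages, and its genes apart by 4-fold include the fasting hormone FGF21 and the acute-phase protein SAA3. FGF21, a hormone that liver releases in fasting, was lower in POST heifers, with an authors' mean RPKM of 26.7 in PRE and 3.87 in POST heifers, and SAA3 was higher, at 10.0 in PRE and 53.3 in POST. The calcium channel TRPV6 was at 0.092 in PRE and 2.15 in POST, and the carboxypeptidase-like CPXM2 at 3.19 in PRE and 0.147 in POST. Genes of the growth hormone and IGF axis had a median log2 difference of 0.16 (percentile 100), with 17 of 18 within 2-fold. Among them IGF1 was at 8.30 in PRE and 13.3 in POST, and IGFBP1 was lower, at 127 in PRE and 55.9 in POST. Lipid synthesis genes had a median of 0.14. Such percentiles went with small differences in liver: endothelial genes, all 9 within 2-fold, had a median of 0.13 at percentile 99.8. The percentile ranks lists of genes and does not measure spread between heifers. Interferon-stimulated genes had a median of -0.67, with ISG15 at 36.2 in PRE and 10.6 in POST, and heat shock genes one of -0.52. Neuregulin 3 (NRG3), a ligand of EGF-family receptors, lies on chromosome 28 of UMD3.1 from 38301492 to 38351092 and was 0.02 in PRE and listed at 0 in POST liver. By the 4-fold rule 3 genes were higher, SAA3, TRPV6 and a gene without a symbol (ENSBTAG00000000560), and 8 were lower, of 13550 compared.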

Differential expression of *DHRS9* (dehydrogenase/reductase (SDR family) member 9) gene was observed among PRE and POST heifers. 

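DHRS9, a dehydrogenase of retinol and steroids, was lower in the POST pituitary gland. The gene lies on chromosome 2 of UMD3.1 from 27116745 to 27140610. In pituitary gland its authors' mean RPKM was 0.693 in PRE and 0.022 in POST heifers, a log2 difference of -2.01. Adipose tissue had the highest level, with 1.11 in PRE and 0.705 in POST, and in ovary DHRS9 was at 0.176 in PRE and 0.182 in POST.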

Dysregulation of several genes involved in lipid metabolism and Wnt signaling involve *DHRS9* and it has been associated with abnormal ovary development and function [47].

Enrichment analyses of GO terms were performed using the 1,515 DE genes and the genes expressed in at least one tissue and physiological state (17,832 genes) as a background list. As expected of PRE versus POST heifers and the reproductive axis, GO terms related with hormone activity, receptor activity and neuropeptide receptor binding were abundant (Table 1). 

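Peptide hormone genes lay apart between PRE and POST heifers more often than other genes. Of 69 peptide hormone genes expressed, 32 (46.4%) were at least 4-fold apart in at least 1 tissue, against 12.2% of all expressed genes (percentile 100 of random lists). The ovary held 12 of them, all higher in POST heifers, and endometrium 3 higher (NPPC, PENK and GH1) and 4 lower (INHBA, NPY, GHRH and TAC3). Somatostatin (SST), which inhibits growth hormone release, was at 0.035 in PRE and 1.70 in POST ovary and neurotensin (NTS) at 1.08 in PRE and 9.81 in POST. The natriuretic peptide NPPC was at 2.33 in PRE and 20.0 in POST endometrium, and neuropeptide Y (NPY), a peptide of sympathetic nerves and feeding, at 14.1 in PRE and 1.03 in POST. Endothelin 1 (EDN1), which constricts vessels, was at 8.01 in PRE and 0.421 in POST pituitary gland, and hepcidin (HAMP), the liver hormone of iron balance, at 0.065 in PRE and 3.04 in POST adipose tissue. In POST ovary the pituitary hormones CGA, GH1, PRL, TSHB, LHB, FSHB and POMC are among those counted, and in adipose tissue HAMP, FGF21, INHBC and INHBE, known as transcripts of liver. FGF21 stood apart from the other liver transcripts, at 2.05 in POST adipose tissue against 3.87 in POST liver. That is a far larger part of the liver level than the 95th percentile of 9.51% over liver genes there. GH1 is also counted in endometrium and hypothalamus, where pituitary genes as a set stood at a trace. Over 20 of them the median share of the pituitary level was 0.106% in POST endometrium and 0.157% in POST hypothalamus. In PRE the medians were 0.0275% and 0.0440%.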

The molecular function of GO terms included hormone activity, G-protein coupled receptor activity, and serine-type endopeptidase activity (*P*<4.61E-13). Additionally, a variety of molecular functions related to cell signaling activity, receptor binding and receptor activity were also present in the list of most significant GO terms including the highest proportion of DE genes (from 121 to 148 DE genes across tissues and physiological states; Table 1).

**Table 1:** Top ten molecular function gene ontology (GO) terms significantly enriched among the 1,515 differentially expressed unique genes across the tissues.

GO term	Description	P-value	FDR q-value	DE Genes
GO:0005179	Hormone activity	2.4E-19	9.23E-16	39
GO:0004930	G-protein coupled receptor activity	1.12E-13	2.15E-10	74
GO:0004252	serine-type endopeptidase activity	4.61E-13	5.91E-10	37
GO:0004888	Transmembrane signaling receptor activity	6.65E-13	6.4E-10	112
GO:0008236	Serine-type peptidase activity	7.42E-13	5.71E-10	40
GO:0017171	Serine hydrolase activity	1.25E-12	8.03E-10	40
GO:0038023	Signaling receptor activity	2.5E-12	1.37E-09	121
GO:0005102	Receptor binding	7.74E-12	3.73E-09	148
GO:0004872	Receptor activity	2.14E-11	9.15E-09	138
GO:0030594	Neurotransmitter receptor activity	6.95E-11	2.67E-08	26

Serine-type endopeptidase activity, serine-type peptidase activity, and serine hydrolase activity were also among the most enriched GO terms (Table 1). 

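The serine proteases PRSS2 and PRSS16 were higher in POST endometrium, and the kallikrein KLK5 was lower in the POST pituitary gland. The trypsinogen gene PRSS2 had an authors' mean RPKM of 0.024 in PRE and 25.7 in POST heifers in endometrium, and was listed at 0 in PRE and 2.15 in POST hypothalamus. PRSS16, a serine protease known from the thymus, was at 9.81 in PRE and 56.8 in POST endometrium, and the kallikrein KLK5 at 0.940 in PRE and 0.00771 in POST pituitary gland. These are the 3 genes at least 4-fold apart in a tissue among 23 named KLK, PRSS and TMPRSS, a share of 13.0% at percentile 82.6 of random lists. Under the 2-fold rule 14 of them lay apart, 60.9% at percentile 98.3, against 37.8% of all genes expressed. SERPINB2, the plasminogen activator inhibitor PAI2, lies on chromosome 24 of UMD3.1 from 12747969 to 12765314 and was at 20.1 in PRE and 7.05 in POST ovary.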

The serine protease family of genes includes plasminogen activator inhibitor (*PAI2*) secreted by the placenta and used as maternal biomarkers and early fetal size in humans. 

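ADIPOQ and LEP had their highest level in adipose tissue, GH1 in the pituitary gland, VGF in hypothalamus and PTHLH in ovary. Adiponectin (ADIPOQ), a hormone of adipocytes on chromosome 1 of UMD3.1 from 81005168 to 81018328, had an authors' mean RPKM of 2751 in PRE and 3407 in POST heifers in adipose tissue, and leptin (LEP), which reports fat stores to the hypothalamus and lies on chromosome 4 from 93249874 to 93266624, one of 46.8 in PRE and 45.6 in POST. In longissimus dorsi muscle LEP was at 1.71 in PRE and 0.213 in POST. Genes with a high level in adipose tissue alone were lower there as a set. Over 13 of them the median share of the adipose level was 3.38% in PRE and 0.325% in POST muscle. Growth hormone (GH1), on chromosome 19 from 48768618 to 48772014, was at 55163 in PRE and 52868 in POST pituitary gland, 30.4 in PRE and 11453 in POST ovary, 7.24 in PRE and 72.7 in POST hypothalamus and 8.07 in PRE and 53.1 in POST endometrium. VGF, a nerve growth factor-inducible peptide precursor of neuroendocrine cells on chromosome 25 from 36174074 to 36176834, was at 28.7 in PRE and 64.2 in POST hypothalamus and 10.6 in PRE and 31.2 in POST pituitary gland. Parathyroid hormone-like hormone (PTHLH), on chromosome 5 from 82246522 to 82258858, was at 1.46 in PRE and 21.1 in POST ovary, a log2 difference of 3.68. The POST ovary mean also held the other pituitary hormones that accompany GH1. In POST hypothalamus and endometrium pituitary genes as a set had median shares of 0.157% and 0.106% of the pituitary level.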

Genes related to fat metabolism and hormonal processes (*ADIPOQ*), growth (*GH1 and VGF*), regulation of body weight (*LEP*), and formation of the mammary gland (*PTHLH*) were also observed. Several of these genes have been used in both physiology and genotype to phenotype association studies related to growth and reproduction in the population of Brangus cattle from which the heifers of the current study were selected [48], [49], [50].

### Tissue specific genes

Nine hundred and forty-three genes were found to have TS expression (*P*<0.001) in at least one of the eight tissues. Endometrium (n = 142), uterus (n = 132), pituitary gland (n = 122), ovary (n = 166) and *longissimus dorsi* muscle (n = 170) expressed more than 100 TS genes while the number of TS genes in hypothalamus, liver and fat ranged from 85 to 96. 

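Hypothalamus and liver held the largest sets of genes with expression concentrated in a single tissue, and uterus the smallest. Of 15593 genes with a mean RPKM of at least 1 in a tissue, 2102 were at least 4-fold higher in 1 tissue than in any other. They were 718 in hypothalamus, 570 in liver, 309 in longissimus dorsi muscle, 173 in adipose tissue, 133 in ovary, 109 in pituitary gland, 80 in endometrium and 10 in uterus. With uterus and endometrium taken as a single tissue, 241 genes were enriched in it. Shannon entropy of the 8 tissue means was at most 1 for 223 genes, 87 of them in hypothalamus, 62 in liver, 35 in longissimus dorsi muscle, 17 in ovary, 11 in pituitary gland, 6 in adipose tissue, 4 in endometrium (CNGA1, NLRP12 and others without a symbol) and 1, without a symbol, in uterus. This number depends on the scale and limit, with 1084 genes on linear RPKM, 1296 at a limit of 2 and 0 by permutation of the groups. Among the enriched genes are known markers, with the authors' mean RPKM averaged over the stages: myogenin (MYOG), a regulator of muscle differentiation, was at 12.3 in longissimus dorsi muscle and 0.024 in the next tissue, and the follicle-stimulating hormone receptor (FSHR) at 16.5 in ovary and 0.0675 in the next. The vasopressin receptor AVPR1B was at 2.59 in pituitary gland and 0.108 in ovary, and the oligodendrocyte glycoprotein OMG at 25.0 in hypothalamus and 0.0425 in pituitary gland. In liver the tight junction gene CLDN14 was at 11.1, in adipose tissue the galectin LGALS12 at 7.97, in endometrium the ion channel CNGA1 at 3.37 and in uterus the chemokine CCL11 at 29.7. The entropy limit of 1 was set once the values were known to be means, since the permutation of libraries could not be run.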

The ovary and endometrium expressed the highest number of TS genes and many of these genes were also found to be DE between PRE and POST heifers. An example of such a gene was the insulin-like peptide 3 (*INSL3)* gene, which is transcribed in gonadal tissues [51], [52].

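INSL3, a relaxin-like peptide of theca and Leydig cells, was expressed in ovary at a level far above every other tissue. It lies on chromosome 7 of UMD3.1 from 5252672 to 5254252. In ovary the authors' mean RPKM was 868 in PRE and 664 in POST heifers, a log2 difference of -0.38, and the next tissue, endometrium, averaged 1.01 over the stages.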

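MYH1 in longissimus dorsi muscle and ADIPOQ in adipose tissue were far above all other tissues. MYH1, a myosin heavy chain of fast muscle fibres, lies on chromosome 19 of UMD3.1 from 30110728 to 30134757 and had an authors' mean RPKM of 9578 in PRE and 9755 in POST heifers in muscle, against 8.21 in pituitary gland, the next tissue, over both stages. Averaged over the stages, ADIPOQ was at 3079 in adipose tissue and 52.1 in longissimus dorsi muscle, the next. Both had an entropy above 1, 2.67 for MYH1 and 2.59 for ADIPOQ, since low levels elsewhere count on the log scale of the entropy.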

Myosin heavy chain 1 (*MYH1*), fatty acid binding protein 4 (*FABP4*), and adiponectin (*ADIPOQ*) were the most significant TS genes expressed in *longissimus dorsi* muscle and subcutaneous fat. Myosin is involved in contraction, while *FABP4* encodes the fatty acid binding protein found in adipocytes. The functions of FABP proteins include fatty acid uptake, transport, and metabolism [53], [54]. Also, *FABP4* has been associated with marbling and carcass weight in cattle [55]. Changes in the gene expression of *ADIPOQ* and its receptors were associated with ovarian follicular recruitment and luteal function in Holstein cows [56]. Cumulatively, these results provide gene-specific information to support the rationale for long-term study of the relationships of adiposity with fertility in Brangus cattle [57], [48], [58].

A GO enrichment analysis was performed using the 943 TS genes. 

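LHX3 and POU1F1 are among the transcription factors with expression enriched in the pituitary gland. Of 1436 enriched genes with a symbol, 33 (2.30%) belong to the homeobox, paired-box, POU, forkhead, T-box, SOX or GATA families listed, against 101 of 9480 (1.07%) overall, a difference that was not tested. Hypothalamus held 15 of them and pituitary gland 8. LHX3, which specifies the pituitary gland with its relative LHX4, was at an authors' mean RPKM of 29.0 in PRE and 42.8 in POST heifers in pituitary gland. POU1F1, the activator of the growth hormone and prolactin genes, was at 73.2 in PRE and 107 in POST there. Outside these families, the neural basic helix-loop-helix factor OLIG3 averaged 2.31 in hypothalamus over the stages.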

Sequence-specific DNA binding and nucleic acid binding transcription factor activity was amongst the most significantly enriched GO terms (Table 2). G-protein coupled receptor activity, structural constituents of muscle, structural molecule activity, peptidase inhibitor activity, and neurotransmitter receptor activity should also be noted. Hormone activity was an expected GO term to be observed in this analysis as half the tissues from which RNA was extracted have known endocrine activities. Of the 23 genes composed in this list, notable gene observations included *PTHLH*, *UTMP*, and *FSH*. 

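UTMP and PTHLH were expressed in uterus and endometrium, and FSHB in the pituitary gland. UTMP, the uterine milk protein serpin, lies on chromosome 21 of UMD3.1 from 59667405 to 59678093; its authors' mean RPKM was 0.203 in PRE and 5.58 in POST heifers in uterus, and 34.9 in PRE and 2.29 in POST in endometrium. The log2 differences were 3.84 and -3.81, of opposite sign in the tissues. PTHLH was at 4.28 in PRE and 1.14 in POST uterus and 7.42 in PRE and 3.41 in POST endometrium. FSHB, the beta subunit of follicle-stimulating hormone on chromosome 15 from 61763306 to 61767248, was at 238 in PRE and 182.9 in POST pituitary gland.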

The first two genes in this list have roles in development of females for organs such as the mammary and the reproductive tract-uterus [59], [60], [61] and expression was observed in uterus and endometrium. Follicle stimulating hormone (FSH) is the well-characterized dimeric-glycoprotein synthesized and secreted by the anterior pituitary gland to stimulate ovarian follicular growth and steroidogenesis [62], [63].

**Table 2:** Top ten molecular function gene ontology (GO) terms significantly enriched among the 943 tissue-specific (TS) unique genes (across all tissues).

GO term	Description	P-value	FDR q-value	TS Genes
GO:0043565	Sequence-specific DNA binding	1.8E-17	6.92E-14	86
GO:0003700	Sequence-specific DNA binding transcription factor activity	1.12E-11	2.15E-08	97
GO:0001071	Nucleic acid binding transcription factor activity	1.28E-11	1.64E-08	97
GO:0004930	G-protein coupled receptor activity	5.03E-11	4.84E-08	53
GO:0008307	Structural constituent of muscle	2.22E-10	1.71E-07	16
GO:0005179	Hormone activity	4.08E-10	2.62E-07	23
GO:0000976	Transcription regulatory region sequence-specific DNA binding	7.3E-07	4.01E-04	24
GO:0005198	Structural molecule activity	7.31E-07	3.51E-04	57
GO:0030414	Peptidase inhibitor activity	9.84E-07	4.21E-04	22
GO:0030594	Neurotransmitter receptor activity	2.1E-06	8.06E-04	16

### Identification of key gene regulators

Regulatory impact factor (RIF) and transcription factor binding sites (TFBS) approaches were used to identify regulators with the highest evidence contributing to DE and (or) TS gene specificity in PRE and POST heifers. Using the RIF metrics, which exploits the concept of differential co-expression (see Materials and Methods), 1,329 regulators were contrasted against a unique list of genes that were either DE or TS, identifying 221 TF. A search for motifs corresponding to TFBS of known TF identified 143 TF. Combining the results from RIF (221 TF) and TFBS (143 TF) approaches, 364 TF were identified contributing to DE and (or) TS among PRE and POST heifers. Figure 4 shows the top 20 TF from these efforts.

**Figure 4:**
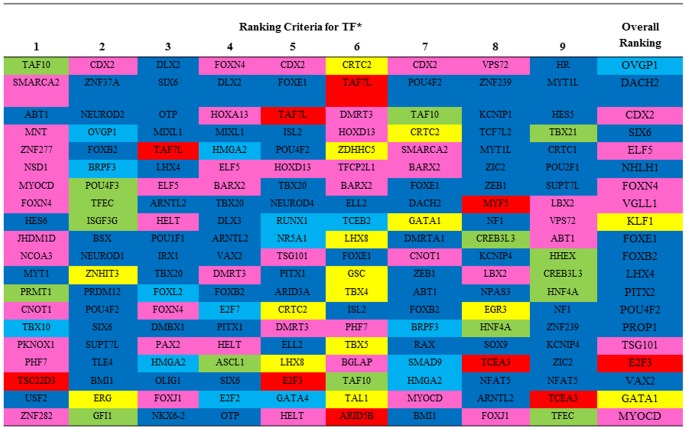
Relevant Transcription Factors (TF): Top 20 (for nominal 5% significance) transcription factors from the 364 included in the network according to nine criteria^*^. Colors represent tissue of maximum expression: hypothalamus and (or) pituitary gland (dark blue), ovary (light blue), uterus and (or) Endometrium (pink), liver (green), *longissimus dorsi* muscle (red), adipose (yellow).^*^Ranking criteria are: 1) RIF1; 2) RIF2; 3) Overall differential expression; 4) Maximum differential expression (DE); 5) Connections in PRE-puberty network; 6) Connections in POST-puberty network; 7) Fold change in connections between PRE- and POST-puberty networks; 8) Network expansion ability in PRE-puberty; and 9) Network expansion ability in POST-puberty.

The highest proportion of up-regulated genes between PRE and POST heifers was observed in the hypothalamus (Figure 3). There have been several attempts to construct gene networks to understand the role of the hypothalamus in on-set of puberty in several model animals [64], [65], [66]. In the cattle of the current study, 11 of the 20 most highly ranked TF were highly expressed in hypothalamus and (or) pituitary gland (Figure 4). Among them, *OVGP1* (oviductal glycoprotein 1), *DACH2* (dachshund homolog 2), *CDX2* (caudal type homeobox 2) and *SIX6* (SIX homeobox 6) were the highest ranked TF. These genes are also involved in follicular and embryonic development (*OVGP1*), premature ovarian failure (*DACH2*), early embryonic development of the intestinal tract (*CDX2*), and regulation of gonadotropin-releasing hormone expression (*SIX6*) [41], [67]. 

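OVGP1, the oviductal glycoprotein, had its highest level in the PRE ovary, and SIX6 in the pituitary gland, while DACH2 and CDX2 were near the floor throughout. OVGP1 lies on chromosome 3 of UMD3.1 from 32047399 to 32059347. Its authors' mean RPKM was 59.0 in PRE and 1.48 in POST heifers in ovary, and 2.77 in PRE and 1.36 in POST in hypothalamus and 2.27 in PRE and 2.49 in POST in pituitary gland. SIX6 was at 29.8 in PRE and 54.1 in POST pituitary gland, a log2 difference of 0.86. DACH2, a dachshund-family corepressor on chromosome X from 72745652 to 72755858, averaged at most 0.184, in pituitary gland. CDX2, a homeobox gene of gut and trophoblast on chromosome 12 from 32317772 to 32322605, had its highest mean in endometrium, with 0.125 in PRE and listed at 0 in POST, and was listed at 0 in both stages of hypothalamus and pituitary gland. The paper reasons that these genes act in follicular and embryonic development (OVGP1), premature ovarian failure (DACH2), development of the intestinal tract (CDX2) and regulation of gonadotropin-releasing hormone (SIX6).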

Our results show *SIX6* as one of the most relevant TF as its data values were maximized in hypothalamus and (or) pituitary gland. Other noted TF included the forkhead family of transcription factors such as *FOXN4*, *FOXE1* and *FOXB2* as they appeared in the middle of the overall ranking (Figure 4). These TF are involved in a variety of biological processes such as body development and metabolism [68], [69].

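Of the forkhead factors FOXN4, FOXE1 and FOXB2, FOXN4 was lower in POST uterus and endometrium. FOXN4, on chromosome 17 of UMD3.1 from 66074400 to 66097412, had an authors' mean RPKM of 3.03 in PRE and 0.017 in POST heifers in uterus, a log2 difference of -3.89, and of 1.06 in PRE and 0.104 in POST in endometrium. FOXB2, on chromosome 8 from 53347353 to 53348693, was at 0.381 in PRE and 0.853 in POST hypothalamus. FOXE1, on chromosome 8 from 63509720 to 63510841, averaged at most 0.056 in any tissue.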

Reproduction involves an endocrine axis and many genes are regulated by TF; therefore, heat maps of hierarchical cluster analyses involving hormones and TF among PRE and POST heifers were constructed (Figure 5). Note that autoimmune regulator (*AIRE*), dachshund homolog 2 (*DACH2*) and forkhead box L2 (*FOXL2*) were observed as differentially expressed TF among PRE and POST heifers. These TF are involved in ovarian development and function as well as oocyte gene expression [70], [71], [72]. Both *AIRE* and *FOXL2* were down-regulated at puberty in the eight tissues while *DACH2* was up-regulated in hypothalamus via puberty.

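FOXL2, a factor of ovarian and pituitary development, was expressed in ovary, uterus, endometrium and pituitary gland, and AIRE, known for its role in immune tolerance, in uterus and endometrium. AIRE lies on chromosome 1 of UMD3.1 from 145749451 to 145760199 and FOXL2 on chromosome 1 from 131242444 to 131243577. The authors' mean RPKM of AIRE was 1.58 in PRE and 0.750 in POST heifers in uterus, and 2.42 in PRE and 2.51 in POST in endometrium, 0.277 in PRE and 0.00664 in POST in ovary and 0.017 in PRE and 0.039 in POST in pituitary gland. FOXL2 was at 20.3 in PRE and 17.1 in POST ovary, 1.62 in PRE and 0.404 in POST uterus, 3.17 in PRE and 1.70 in POST endometrium and 2.51 in PRE and 3.49 in POST pituitary gland. In the other tissues the highest mean was 0.078 for AIRE, in PRE hypothalamus, and 0.119 for FOXL2, in the same group. DACH2 was listed at 0 in PRE and 0.109 in POST hypothalamus.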

**Figure 5:**
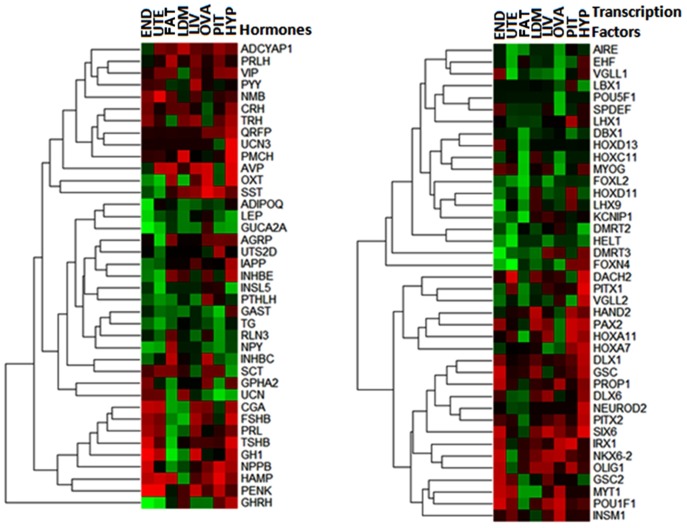
Heat maps of the differential expression in PRE versus POST pubertal heifers across tissues. Left panel: differential expression (DE) of 39 hormones. Right panel: differential expression of 40 tissue-specific (TS) transcription factors. Abbreviations of tissues: HYP (hypothalamus); PIT (pituitary gland); UTE (uterus); END (endometrium); OVA (ovary); FAT (adipose); LIV (liver); LDM (*longissimus dorsi* muscle). The spectrum goes from bright green (down-regulation) to bright red (up-regulation).

The homeobox genes encode a highly conserved family of transcription factors such as *HOXD13*, *HOXC11*, *HOXD11*, *HOXA11* and *HOXA7* (Figure 5). These TF have an important role in morphogenesis in all multicellular organisms and have been associated with severe limb and genital abnormalities (*HOXD11* and *HOXD13*), early intestinal development (*HOXC11*), and regulation of uterine development and fertility (*HOXA11*) [72], [73], [74]. Most of the HOX family genes were down regulated at puberty across eight tissues with the exception of *HOXA11* and *HOXA7*, which were up-regulated in the hypothalamus and pituitary gland post puberty.

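HOX genes were lower in POST heifers more often than higher over all tissues together. Of 108 pairs of a HOX gene and a tissue with a mean RPKM of at least 0.2, 72 were lower and 36 higher; 19 were lower and 3 higher (HOXA11 in uterus, HOXB7 and HOXB9 in endometrium) by at least 2-fold. The median log2 difference was -1.16 over 3 genes in pituitary gland (HOXB4, HOXD3 and HOXD9), all lower, -0.83 over 23 in endometrium, 17 of them lower, -0.62 over 17 in ovary, 15 of them lower, -0.13 over 22 in uterus, -0.03 over 23 in adipose tissue, 0.04 over 16 in longissimus dorsi muscle and 0.11 over 3 in liver (HOXA3, HOXA5 and HOXB4), and HOXD1, the 1 gene compared in hypothalamus, was at 1.24 in PRE and 0.878 in POST. Genes of other cell types were lower in the same means: smooth muscle genes had a median of -3.72 and extracellular matrix genes one of -1.30 in endometrium, and endothelial and matrix genes had -3.01 and -1.80 in pituitary gland. Lower by 4-fold were HOXD11 in endometrium, on chromosome 2 of UMD3.1 from 20839236 to 20841537, at 18.0 in PRE and 4.11 in POST, and HOXD9 in pituitary gland, at 4.44 in PRE and 0.017 in POST. HOXA11, which directs the development of the uterus and lies on chromosome 4 from 69311987 to 69314613, was higher in uterus, with an authors' mean RPKM of 24.1 in PRE and 49.2 in POST heifers, and at 42.5 in PRE and 34.3 in POST endometrium. HOXA11 was listed at 0 in PRE and 0.055 in POST hypothalamus and 0.016 in PRE and 0.112 in POST pituitary gland, and HOXA7, on chromosome 4 from 69340738 to 69342484, was listed at 0 in PRE and 0.035 in POST hypothalamus and 0.150 in PRE and 0.029 in POST pituitary gland. HOXC11, on chromosome 5 from 26215737 to 26218209, was at 0.428 in PRE and 0.725 in POST uterus, and HOXD13, on chromosome 2 from 20854099 to 20856159, at 0.085 in PRE and 0.112 in POST endometrium.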

### Identification of genes harboring SNP

We used GWAS results from three recent studies of heifer fertility traits (i.e., ACL, FCS, and HPG) to yield a list of genes harboring SNP with significant associations to the timing of puberty [11], [39]. This list was compared with the 17,832 genes observed in at least one tissue among the two physiological states evaluated with RNA-Seq. This effort identified 235 genes.

Table 3 is a list of genes harboring SNP associated with heifer fertility traits observed with a GWAS and detected as either DE or TS genes with RNA-Seq analyses. Combining these results allowed the identification of 25 QTL associated with ACL (11 QTL), FSC (4 QTL) and HPG (10 QTL). Among them, 19 out of the 25 QTL were detected as DE genes. 

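Of the genes near fertility SNPs, those past the 4-fold rule in the tissue that Table 3 gives had that difference in uterus or endometrium. DKK1, a secreted inhibitor of Wnt signalling on chromosome 26 of UMD3.1 from 6852970 to 6855647, had an authors' mean RPKM of 0.525 in PRE and 50.0 in POST heifers in uterus, a log2 difference of 6.11. MMD2, of the progestin and adipoQ receptor family, on chromosome 25 from 39609810 to 39672867, was at 0.033 in PRE and 6.06 in POST uterus, a log2 difference of 4.75, and NEBL, an actin-binding nebulette on chromosome 13 from 22382763 to 22496405, was at 0.483 in PRE and 11.1 in POST endometrium. CPNE5, a calcium-dependent membrane-binding copine on chromosome 23 from 10632882 to 10734550, was lower in endometrium, at 9.21 in PRE and 0.545 in POST. With ELF5 in uterus these are the 5 genes past the 4-fold rule in the tissue that Table 3 gives, of 24 of its 25 genes that were compared. Only that tissue enters this count. Elsewhere POU4F2 in hypothalamus (log2 difference -2.63) and PENK in adipose tissue (-2.26) also passed the rule, both lower. Of the genes compared, those with a single gene model, 23 in number, all differed in the direction of the fold in Table 3. Among them the model of DPPA4 lies on a chromosome other than that of its SNP in Table 3. The folds of Table 3 come from the same libraries as these means, so a shared direction is no independent check. ADH6 has 2 models, of which that used was taken by its Table S1 difference, so its direction follows from that choice; it was listed at 0 in PRE and 0.443 in POST endometrium, while the other (ENSBTAG00000006991), which spans the SNP position in Table 3, was at 0.936 in PRE and 0.493 in POST. In the tissue of Table 3, 15 of the 24 had a mean RPKM under 1 in both stages, 9 of these under 0.2: among them NRXN3 in endometrium was at 0.166 in PRE and 0.029 in POST, TP63 in adipose tissue at 0.00513 in PRE and 0.085 in POST and MEPE in pituitary gland at 0.00687 in PRE and 0.053 in POST. Muscle TECRL, on chromosome 6 from 81511554 to 81653990, and liver SYCE1, on chromosome 26 from 50515052 to 50527036, which Table 3 lists for their tissue, were at 3.78 in PRE and 3.04 in POST longissimus dorsi muscle and 1.28 in PRE and 1.71 in POST liver.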

Of the eight SNP that were within 10 Mb of an annotated gene, 5 were found to be upstream in the promoter enhancer region and 3 were found to be downstream in the 3′ untranslated region. 

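PENK was expressed in the pituitary gland at a low level beside the hormone genes of that tissue. The authors' mean RPKM there was 1.02 in PRE and 1.85 in POST heifers, a log2 difference of 0.74. The mean unique reads behind these values were 35.2 in PRE and 57.0 in POST heifers.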

Note that the *PENK* (proenkephalin) gene was DE among PRE and POST heifers and expressed in the pituitary gland. In our DE analyses, this gene was also detected in uterus, endometrium, hypothalamus, and liver (i.e., five out of eight tissues analyzed). The *PENK* gene is part of the opioid system, which influences the axes composed of the hypothalamus, pituitary gland, and both the gonad and adrenal gland [35], [37], [38].

**Table 3:** Genes harboring SNP associated with heifer fertility traits and with expression found to be either differentially expressed (DE) or tissue specific (TS) in RNA-Seq analysis of tissues from pre- and post-pubertal heifers.

RNA-Seq Analysis					SNP Association Analysis					
Gene	DE	TS	Tissue	Fold Change	SNP	Chr.	Position (bp)	Distance (bp)	Trait	P-value
DPPA4	1	0	HYP	−4.82	rs41571491	1	54,523,895	5,517^d^	HPG	0.00554
TP63	1	1	ADIPOSE	5.06	rs109034747	1	78,088,393	0	FSC	0.00745
INHA	0	1	OVA	−1.26	rs136318374	2	108,231,291	1,460^d^	ACL	0.00504
IL22RA1	1	0	END	−16.78	rs29019426	2	129,348,719	2,978^u^	FSC	0.00205
RHEBL1	1	0	PIT	−3.97	rs110770702	5	30,912,029	7,398^u^	HPG	0.00372
LYSB	0	1	END	−2.02	rs110181782	5	44,556,197	0	ACL	0.00517
ADH6	1	0	END	25.0	rs41612964	6	26,799,276	0	HPG	0.00615
MEPE	1	1	PIT	4.71	rs41650773	6	38,286,952	0	HPG	0.00590
TECRL	0	1	LDM	−1.22	rs109759346	6	81,577,343	0	ACL	0.00746
LOC777593	1	0	END	15.96	rs109621209	7	61,683,533	0	HPG	0.00549
MGC157266	1	0	END	−3.76	rs136828274	8	62,927,382	8,411^u^	ACL	0.00715
C10H11ORF46	1	1	HYP	−4.16	rs109705635	10	4,882,326	0	ACL	0.00292
NRXN3	1	0	END	−3.92	rs43651752	10	91,751,584	0	HPG	0.00283
TSHR	1	0	END	4.55	ss117964119	10	93,528,030	0	HPG	0.00369
NEBL	1	0	END	5.63	ss61500113	13	22,476,667	0	FSC	0.00157
MOS	0	1	OVA	−2.05	rs110243083	14	24,973,324	2,465^u^	ACL	0.00017
PENK	1	0	PIT	4.54	rs134428213	14	25,218,861	0	ACL	0.00061
ELF5	1	0	UTE	−17.19	rs133233558	15	65,840,403	0	ACL	0.00879
POU4F2	0	1	END	−2.45	rs41838669	17	11,828,433	1,818^u^	HPG	0.00707
FAM19A4	1	0	LIV	−4.46	rs136177962	22	32,820,574	0	ACL	0.00712
ITIH1	1	0	OVA	3.48	rs110723544	22	48,663,639	0	HPG	0.00567
CPNE5	1	0	END	−4.95	rs109264326	23	10,690,330	0	ACL	0.00743
MMD2	1	0	UTE	19.89	rs135797510	25	39,622,260	0	ACL	0.00493
DKK1	1	0	UTE	11.65	rs29024937	26	6,860,529	4,762^d^	FSC	0.00817
SYCE1	0	1	LIV	1.02	rs41629412	26	50,517,416	0	HPG	0.00743

u SNP upstream from gene, ^d^SNP downstream from gene. Abbreviations include: DE (differentially expressed); TS (tissue specific); HPG (heifer pregnancy); FSC (First service conception); ACL (Age at puberty as measured by the presence of the first *corpus luteum*); HYP (hypothalamus); PIT (pituitary gland); UTE (uterus); END (endometrium); OVA (ovary); FAT (adipose); LIV (liver); LDM (*longissimus dorsi* muscle).

The chromosomal locus containing *PENK* is also associated with ACL [10], [40]. Single nucleotide polymorphisms located in close proximity to the *MOS* (v-mos Moloney murine sarcoma viral oncogene homolog) gene were associated with ACL. This gene is involved in oocyte maturation [75] and was DE among the PRE and POST heifers in ovarian tissue. 

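MOS, a kinase of oocyte maturation, had a mean RPKM above 0 in ovary alone and was lower in POST heifers there. It lies on chromosome 14 of UMD3.1 from 24975950 to 24976948, near PENK on the same chromosome. In ovary its authors' mean RPKM was 0.322 in PRE and 0.084 in POST heifers, a log2 difference of -0.88, and in the other 7 tissues both stages were listed at 0. The ovary means rest on 7.50 mean unique reads in PRE and 2.00 in POST heifers. FIGLA, a transcription factor of oocytes, was at 0.406 in PRE and 0.087 in POST in the same tissue.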

Two other transcription factors, *ELF5* and *POU4F2* were identified with high levels of expression in endometrium, hypothalamus, and pituitary gland (Figure 4). These genes were also found to be associated with ACL and HPG (Table 3). This is an interesting result as these genes are considered oncogenes that may interact with the estrogen receptor [76], [77] and therefore may influence the biphasic response of the hypothalamus to estrogen through the pubertal transitioning process [1], [3], [26]. 

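ELF5, an ETS-family factor of secretory epithelia, was expressed in endometrium and uterus, and POU4F2, a neuronal POU-domain factor, in the PRE hypothalamus. ELF5, on chromosome 15 of UMD3.1 from 65824442 to 65854386, had an authors' mean RPKM of 3.28 in PRE and 1.44 in POST heifers in endometrium, and of 1.61 in PRE and 0.048 in POST in uterus, a log2 difference of -2.86. It was 0.022 in PRE and listed at 0 in POST hypothalamus and 0.04 in PRE and 0.037 in POST pituitary gland. POU4F2, on chromosome 17 from 11830252 to 11831926, was at 1.11 in PRE and 0.011 in POST hypothalamus, a log2 difference of -2.63, and 0.032 in PRE and listed at 0 in POST endometrium.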

Even though the hypothalamus was such a reactive tissue to puberty, it should be noted that 13 of the loci detected by combining results of GWAS and RNA-Seq revealed the uterus and endometrium as the primary tissues expressing the candidate gene. Furthermore, three of the SNP were found to be expressed within the ovary (Table 3). 

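INHA, the alpha subunit of inhibin, had its highest level in ovary, where granulosa cells make it. It lies on chromosome 2 of UMD3.1 from 108226858 to 108229830. The authors' mean RPKM in ovary was 537 in PRE and 495 in POST heifers, a log2 difference of -0.12, and the next tissue, longissimus dorsi muscle, averaged 2.12.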

In particularly, *INHA* (inhibin alpha) which has various polymorphisms associated with Holstein cow response to superovulation and is well known for its role in regulating follicle stimulating hormone secretion [78]. This gene was also reported in the GWAS-gene identification efforts of Fortes et al. [11].

### PRE and POST puberty gene networks

Gene networks offer a platform to systematically quantify and visualize perturbations of gene interactions encompassing pathways that infer phenotypes [16], [17]. Complex traits, which are typical of livestock production, usually involve multiple tissues; therefore, co-expression networks allow evaluation in genes across physiological systems and states (PRE vs POST). This strategy has proven effective in our initial studies involving skeletal muscle [12], [14], [79]. Since puberty is a complex event involving multiple tissue and physiological systems (reproduction and metabolism), gene networks were constructed using results from GWAS, RNA-Seq of eight tissues, and the knowledge of transcriptional regulators in a network theory framework. Hence “informative” genes to reverse engineer the networks were selected from four sources of information: 1) DE genes (n = 1,515) between PRE vs POST; 2) TS genes (n = 943) of eight tissues; 3) key regulators (n = 364) identified with RIF and TFBS analyses; and 4) genes harboring SNPs (n = 235) associated with ACL, FSC, and (or) HPG observed with GWAS. Thus, 2,450 unique genes were used to construct PRE and POST gene co-expression networks involving eight tissues. Figure 6 is a Venn diagram of the genes detected among these four sources of information/categories. Note that there are numerous genes that fit two of these categories, but no one gene was observed in all four categories.

**Figure 6:**
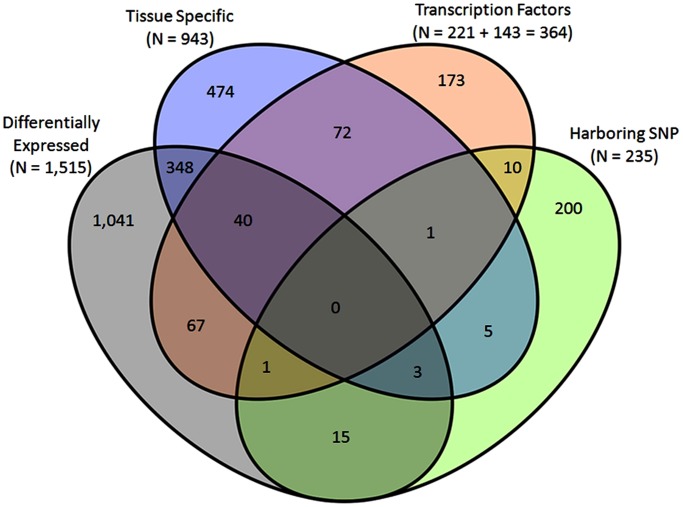
Venn diagram of 2,450 genes used to construct gene networks. Strategies used to construct gene networks involved genes that were (1) Differentially expressed (DE) between pre- and post-puberty, (2) Tissue specific (TS), (3) Transcription factors (TF), (4) Genes harboring SNP observed with GWAS and associated with indicator traits of puberty (age at puberty as measured by the presence of the first *corpus luteum* (ACL), first service conception (FSC), and heifer pregnancy (HPG)).

Pre- and post-puberty co-expression gene networks are presented in Figure 7. The PRE network had 372,861 connections for the 2,450 genes, whereas the POST network had 328,357 connections. Note the differences in the patterns among the tissues comprising the two networks. Specifically, the liver and *longissimus dorsi* muscle had an abundance of connections within the networks (i.e., ∼40% and ∼25%, respectively), while adipose and uterus had very low percentage of connections (∼2%; Table 4). This table also provides information about the number of connections that disappeared or emerged among the PRE and POST states. 

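Genes with their highest level in hypothalamus carried the most connections and those of adipose tissue few, when the networks were rebuilt from the authors' means. In the PRE network 27.8% of the connection ends belonged to genes of hypothalamus, 18.6% to endometrium, 12.1% to liver, 11.3% to ovary, 8.91% to longissimus dorsi muscle, 8.83% to pituitary gland, 7.53% to uterus and 4.91% to adipose tissue. The genes number 437 for hypothalamus, 317 for endometrium, 258 for liver and 192 for longissimus dorsi muscle. FOXA1, a regulator of liver genes, had 244 connections in PRE and 237 in POST, against medians per gene of 241 and 206. Partial correlation with information theory, applied to the 8 tissue means per stage over the genes of Table S1 used here, kept 229479 of 1983036 pairs (11.6%) in PRE and 207823 (10.5%) in POST heifers. With so few points per gene, and tissues of the same animals, a connection describes a shared profile over tissues and was not tested.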

More connections emerged rather than disappeared in the hypothalamus, pituitary gland, endometrium, and *longissimus dorsi* muscle. The hypothalamus appeared to have gained the largest number of connections via the on-set of puberty (i.e., 30.4%), whereas the liver experienced the largest disappearance of connections. 

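Connections of genes highest in hypothalamus, liver, pituitary gland and adipose tissue took a larger share of the POST than of the PRE network, and those of the other tissues a smaller one. The POST network was smaller, with 207823 connections against 229479, so a larger share need not be a gain. Mean connections per gene were 292 in PRE and 294 in POST for hypothalamus and 190 and 195 for pituitary gland. They were 121 and 123 for adipose tissue and 216 and 215 for liver. In POST heifers the share of connection ends was 30.9% for hypothalamus, 9.98% for pituitary gland, 13.4% for liver, 8.42% for longissimus dorsi muscle, 5.50% for adipose tissue, 16.3% for endometrium, 10.8% for ovary and 4.72% for uterus. Among genes of hypothalamus the connections within the tissue numbered 46792 in PRE and 48901 in POST, and among genes of liver 21063 and 20990. Both networks shared 117107 connections over 1990 genes, 112093 stood in PRE alone and 90610 in POST alone. The POST means of ovary and adipose tissue hold pituitary and liver transcripts, and their effect on the POST network was not tested. The paper has the largest disappearance of connections in liver, a quantity other than these shares, and reasons that a large gain by the hypothalamus follows from the known role of this tissue in regulating puberty.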

The *longissimus dorsi* muscle appeared to have a similar rate of disappearance and emergence connections among the two physiological states. This large gain in gene numbers by the hypothalamus was expected based on knowledge of the role of this tissue in regulating puberty [26], [65], [66].

**Figure 7:**
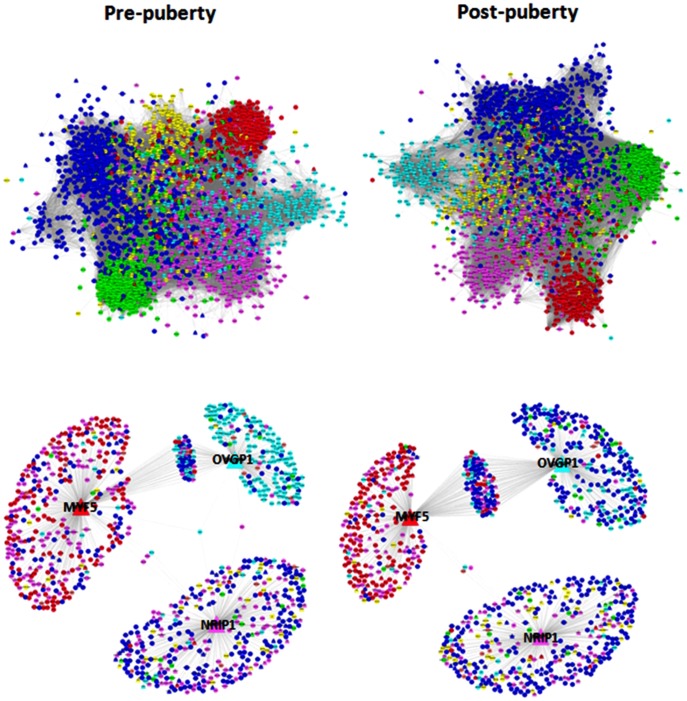
Gene co-expression networks constructed by combining results from RNA-Seq and GWAS with the knowledge of transcription regulators for pre-PRE (left panels) and post-pubertal (right panel) heifers. Upper panels correspond to the visualization of the entire network comprising 2,450 nodes (or genes) while the lower panels correspond to the expansion of trio of TF comprised of *OVGP1*, *NRIP1* and *MYF5*, defined as the best trio in terms of their ability to expand the majority of the topology of the entire networks. Colors represent tissue of maximum expression: hypothalamus and/or pituitary gland (dark blue), ovary (light blue), uterus and/or endometrium (pink), liver (green), *longissimus dorsi* muscle (red), adipose (yellow).

**Table 4:** Tissue distribution and connectivity structure of the 2,450 genes used to build the PRE- and POST-Puberty networks.

Tissue	Tissue of Maximum Expression		% Connections in Network		% Connections that at Puberty	
	N	%	PRE-Puberty	POST-Puberty	Disappear	Emerge
Endometrium	324	13.2	6.3	4.5	8.9	13.9
Fat	219	8.9	2.5	1.8	2.4	0.1
Hypothalamus	510	20.8	16.9	21.0	15.2	30.4
Liver	358	14.6	38.2	36.3	42.5	22.1
*Longissimus dorsi* muscle	273	11.1	23.7	23.1	15.1	15.8
Ovary	301	12.3	3.4	2.6	8.9	3.9
Pituitary Gland	309	12.6	6.5	9.4	3.4	11.1
Uterus	156	6.4	2.4	1.2	3.6	2.6

In order to identify potential regulators of the predicted networks, we focused on the 364 TF contained in the network. We applied an information lossless approach that explored all the TF trios (having 7,971,964 possible trios) and identified the TF trio that, through their connected genes, spanned most of the network topology with minimum redundancy. The expansion of the best trio of TF for PRE and POST gene co-expression networks is presented in the lower panels of Figure 7. 

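OVGP1 had its highest level in the PRE ovary, MYF5 in longissimus dorsi muscle and NRIP1 in uterus and endometrium. NRIP1, a nuclear receptor corepressor on chromosome 1 of UMD3.1 from 21693828 to 21697298, had an authors' mean RPKM of 32.2 in PRE and 17.0 in POST heifers in uterus, and of 30.2 in PRE and 18.3 in POST in endometrium and 17.1 in PRE and 16.0 in POST in ovary. MYF5, a regulator of the muscle lineage on chromosome 5 from 10339425 to 10342660, was at 0.568 in PRE and 0.785 in POST longissimus dorsi muscle and averaged 0.046 in adipose tissue, the next. In the networks built from tissue means OVGP1 had 215 connections in PRE and 260 in POST, 39 of them in both, and MYF5 237 and 219, 189 in both. The search over trios of factors was not run, and NRIP1 is not among the rows of Table S1 used here.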

The transcription factors *OVGP1*, *NRIP1* and *MYF5*, were defined as the best trio of TF in terms of their ability to expand the majority of the topology of the entire networks. Different patterns were observed in the expansion of the best trio of TF among PRE and POST co-expression networks. In brief, results revealed that the hypothalamus, pituitary gland, skeletal muscle and ovary were the tissues with the maximum expression in PRE networks, while the hypothalamus, pituitary gland and skeletal muscle were the tissues with the maximum expression in the POST network (Figure 7). In addition, a sub-network with highly co-expressed genes and significantly DE genes in the hypothalamus and pituitary gland was constructed (Figure 8). This sub-network suggested a different degree of connectivity among highly co-expressed genes and TF. The highest degree of connectivity was observed in TF such as *PITX2*, *FOXA1*, *TSG1D1*, *DACH2*, *LHX4*, *PROP1* and *SIX6*. These types of results parallel the reports of Ojeda and co-workers investigating TF and oncogenic factors influencing puberty in model organisms [64], [65], [66] and improved our initial bovine gene networks constructed with only GWAS and hypothalamus RNA-seq results [11]. Also, six genes captured in the cattle network are concordant with the human network that reported 30 loci for age at menarche (Table S2) [80].

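LHX4, a homeobox factor of pituitary development, had its highest level in the pituitary gland, and FOXA1 in liver. LHX4, on chromosome 16 of UMD3.1 from 62868732 to 62915247, had an authors' mean RPKM of 1.37 in PRE and 3.17 in POST heifers in pituitary gland, a log2 difference of 1.10. FOXA1, on chromosome 21 from 48214179 to 48217962, was at 0.083 in PRE and 0.589 in POST hypothalamus and 6.61 in PRE and 5.37 in POST liver. Connections in the PRE and POST networks of tissue means numbered 154 and 195 for SIX6 and 117 and 160 for LHX4.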

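INHBA, the subunit shared by activin A and inhibin A, was the most highly expressed of the menarche genes, in ovary, and PCSK2, CRTC1 and BSX were expressed in hypothalamus at lower levels. INHBA, on chromosome 4 of UMD3.1 from 79986254 to 79997754, had an authors' mean RPKM of 131 in PRE and 161 in POST heifers in ovary. PCSK2, which cleaves prohormones and lies on chromosome 13 from 37812787 to 38051895, was at 13.7 in PRE and 19.0 in POST hypothalamus and 16.4 in PRE and 19.5 in POST pituitary gland. CRTC1, a coactivator of CREB on chromosome 7 from 4363530 to 4447524, was at 9.17 in PRE and 10.7 in POST hypothalamus, and BSX, a homeobox gene of feeding neurons on chromosome 15 from 34136078 to 34139761, at 0.497 in PRE and 1.26 in POST. TMEM108, a transmembrane protein of neurons on chromosome 1 from 137111101 to 137126880, was at 4.69 in PRE and 9.05 in POST pituitary gland, and NFAT5, a factor of the response to osmotic stress on chromosome 18 from 36847730 to 36898690, at 11.2 in PRE and 13.7 in POST.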

**Figure 8:**
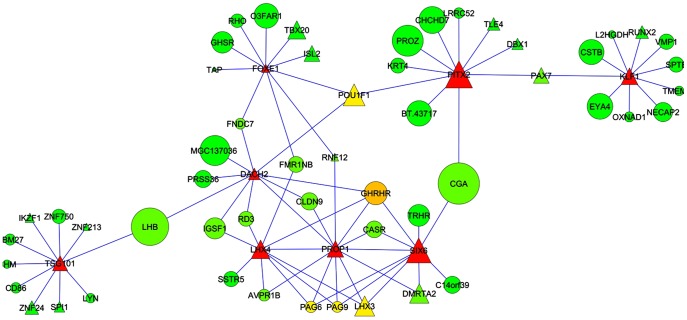
Sub-network created with highly co-expressed genes with significant hypothalamic and pituitary gland differential expression. Triangles represent transcription factors. Color indicate connectivity degree from green (low connectivity) to yellow (medium connectivity) to red (high connectivity). Size indicates the relative amount of expression in the post-puberty sample.

### Concluding remarks

Analysis of RNA-Seq of eight tissues among PRE and POST Brangus heifers revealed 1,515 DE and 943 TS genes within the 17,832 genes with an RPKM >0.2. The hypothalamus experienced the most notable up-regulation of genes upon puberty among the eight tissues involved in reproduction (i.e., hypothalamus, pituitary gland, uterus-endometrium, and ovary) and in growth and metabolism (i.e., liver, muscle, adipose). As this study was conducted with heifers from a cattle breeding population, it allowed the combination of RNA-Seq and GWAS results with knowledge of transcription factors for construction of gene co-expression networks.

Combining results of GWAS with RNA-Seq identified 25 SNP-loci inferring QTL associated with fertility traits indicative of early puberty in *Bos indicus*-influenced heifers (i.e., ACL, FSC, HPG). Seventeen of these SNP were within genes and 13 of these genes were expressed in uterus or endometrium. Furthermore, the various omics analyses revealed 2,450 unique genes relevant to puberty and a sub-network of key transcription factors (i.e., *PITX2*, *FOXA1*, *TSG1D1*, *DACH2*, *LHX4*, *PROP1* and *SIX6*) regulating puberty. Results from these multi-tissue omics analyses improve understanding of the number of genes and their complex interactions for puberty in cattle. These results also help discovering genes that contain biologically relevant SNP-genotypes that can be used in genetic improvement processes of *Bos indicus*-influenced composite cattle.

## Materials and Methods

### Animals, management, and puberty

Heifers were handled and managed as per approval of the Institutional Animal Care and Use Committee of New Mexico State University (protocol #2010-013). Eight Brangus (3/8 Brahman x 5/8 Angus) heifers representing the pedigree diversity observed in GWAS of fertility traits were selected for this study from the New Mexico State University Brangus breeding program [11], [18], [19], [58]. Averages for fertility trait measures indicative of early puberty in this study were: ACL (651 days), FSC (53.3%), and HPG (78.0%)[10], [11], [19], [58].

Pubertal states were defined using circulating concentrations of progesterone measured with a radioimmunoassay (i.e., five assays with intra- and interassay CV of 4.8 and 4.3%) [81]. Bloods samples were collected twice per week (i.e., Tuesday and Friday) during the post-weaning period and four heifers were determined to be pre-pubertal (i.e., PRE; progesterone values less than 1 ng/mL) and four heifers post-pubertal (i.e., POST; 2 consecutive progesterone values >1 ng/mL) [48], [57]. Day of puberty, for POST heifers was defined as the second consecutive day when serum progesterone was >1 ng/mL [47]. When the first heifer of the cohort of eight heifers obtained puberty, tissues from four randomly chosen pre-pubertal heifers were harvested. It then took approximately seven months for the remaining heifers to achieve puberty (i.e., POST). Tissues were harvested from PRE and POST heifers via slaughter in the New Mexico State University Meats Laboratory. Post-pubertal heifers were slaughtered on day 10 (i.e., mid-luteal phase) of the estrous cycle. Serum concentration of progesterone for the PRE and POST heifers were 0.5±0.3 and 7.1±1.0 ng/mL, respectively. Associated data collected during tissue harvest of PRE and POST heifers were body weights of 290 and 355±30 kg and days of age of 353 and 437±25, respectively.

### Tissue sampling

Heifers were stunned via captive bolt through the parietal bone of the head as to protect the integrity of the lower brain as described by Narro et al. [82]. From the lower brain, the hypothalamus (HYP) spanning from the optic chiasm to the arcuate nucleus was collected prior to collecting the anterior and posterior pituitary gland (PIT). Evisceration allowed collection of a 2 cm section of the lateral lobe of the liver (LIV) and the reproductive tract. Specifically, uterus (UTE) and endometrium (END) ipsilateral to the ovary (OVA) containing the *corpus luteum* was collected for use in this study from POST heifers. The region of the uterus and endometrium harvested spanned 6 to 8 cm from the ovarian pedicle. These same tissues were collected from the PRE heifers; however, they did not possess a *corpus luteum*, so tissues were collected from the side of the uterus with the larger ovary. A one cm section of the *longissimus dorsi* muscle (LDM) between the 12^th^ and 13^th^ rib and adipose tissue (FAT) was collected from the abdominal cavity adjacent to the spine and pelvis was also collected from both PRE and POST heifers. All tissues were collected within 15 min post mortem, snap-frozen in liquid nitrogen, and then stored at −80°C until processing. During tissue sampling and laboratory processing, we failed to collect or process three tissue samples (i.e., 2 END and 1 PIT). Therefore, a total of 61 tissue samples were available for RNA-Seq analyses (i.e., 8 HYP, 7 PIT, 8 LIV, 8 LDM, 8 FAT, 8 UTE, 6 END, and 8 OVA).

### RNA extraction and sequencing

Duplicate 10 g samples of each tissue were grounded in liquid nitrogen with mortar and pestle. From the ovary of POST heifers, this included tissue composing antral follicles and the corpus luteum, whereas from PRE heifers, this only included tissue containing antral follicles. Total RNA was purified using a Trizol protocol (Invitrogen, Carlsbad, CA). Quality was evaluated using the RNA Integrity Number (RIN) value from the Experion automated electrophoresis system (BioRad, Hercules, CA). The RIN values ranged from 7.6 to 9.8 in the tissues samples; lower RIN values were observed in adipose samples. As described by Cánovas et al. [83], mRNA was purified, fragmented, and converted to cDNA. Adapters were ligated to the ends of double-stranded cDNA and PCR amplified to create libraries. These procedures were executed with the TruSeq RNA Sample Preparation kit (Illumina, San Diego, CA).

Sequencing was completed with an Illumina HiSeq analyzer that yielded 100 bp single read sequences with exception of two hypothalamus samples done earlier on an Illumina GA II sequencer that yielded 36 bp sequence reads. Sequence reads were assembled to the annotated UMD3.1 bovine reference genome (release 74; ftp://ftp.ensembl.org/pub/release-74/genbank/bos_taurus/). Quality control and RNA-Seq expression analysis was performed using procedures described by Cánovas et al. [84] and using the CLC Genomics workbench software (CLC Bio, Aarhus, Denmark). Transcript levels were quantified in reads per kilobase of exon per million reads (RPKM). By normalizing for RNA length and total reads in each sample, the RPKM measure facilitated comparisons of transcript levels both within and between tissues [24]. In the present study, we used a threshold of RPKM ≥0.2 to select genes expressed in a given sample [22], [23].

### Normalization of RNA-Seq data

Oshlack et al. [85] acknowledged the optimality of generalized linear models as the logical extension to the modeling of RNA-Seq count data. In the present study, we first applied a base-2 log transformation of the RPKM reads. The log-transformation helps stabilizing the variance of RPKM values, an issue of critical importance as differential expression (DE) of particularly low counts can be easily biased without transformation [86]. We then adopted methodology initially proposed for the normalization of gene expression microarray intensity signals and based on mixed-model linear equations [87]. Accordingly, we fitted the following mixed effect model to the log-transformed RPKM values: **Y** *_ijtkp_*  =  µ + **L** *_i_* + **G** *_j_* + **GT** *_jt_* + **GA** *_jk_* + **GP** *_jp_* + **e** *_ijtkp_* where **Y** *_ijtkp_* represented the base-2 log-transformed RPKM value from the *i*-th library (with 61 levels), *j*-th gene (with 17,832 levels) in the *t*-th tissue (with 8 levels) of the *k*-th animal (with 8 levels) in the *p*-th physiological state (with 2 levels); µ was the overall mean, **L** *_i_* represented the fixed effect of the *i*-th library; **G** *_j_* represented the random effect of the *j*-th gene; **GT**, **GA**, and **GP** represented the random interaction effects of gene × tissue, gene × animal, and gene × physiological state, respectively; and **e** *_ijtkp_* was the residual term associated with the measurement in **Y** *_ijtkp_*. Using standard stochastic assumptions, the effects of **G**, **GT**, **GA**, **GP** and **e** were assumed to follow a normal distribution with zero mean and between-gene, between-gene within-tissue, between-gene within-animal, between-gene within-physiological state and within-gene components of variance, respectively. Restricted maximum likelihood estimates of variance components and solutions to model effects were obtained using VCE6 software (ftp://ftp.tzv.fal.de/pub/vce6/). The linear combination of solutions **G** + **GT** + **GA** + **GP** were used to obtain the normalized mean expression of each gene in each of the samples under scrutiny. In order to validate the optimality of the normalization approach, the normalized mean expression of the 17,832 genes across the 61 libraries was subjected to hierarchical cluster analysis using the PermutMatrix software [88]. Following normalization, we used a combination of parametric and non-parametric approaches for the identification of differentially expressed (DE) and tissue-specific (TS) genes, respectively.

### Identification of differentially expressed genes

For each gene in *i* (*i* = 1, …, 17,832) and based on the above-mentioned solutions to the gene × physiological state interactions (**GP**), we computed the following difference: 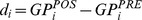

Large positive (or large negative) values of *d_i_* are likely to indicate that the *i*-th gene is up-regulated (or down-regulated) at puberty. Therefore, the vector with the difference (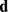) between the normalized mean expression of all genes in the two physiological states (PRE and POST) was computed as the measure of (possible) DE for each tissue. Using procedures of McLachlan et al. [89] in order to identify DE genes, we fitted a two-component normal mixture model as follows:
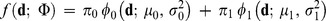
where 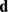 denoted the vector of DE measures for all the genes, and the two components in the mixtures correspond to: 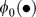 for the empirical null normal density with mean 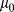 (not necessarily zero) and variance 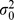 (not necessarily one), encapsulated the non-DE genes and 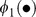 for the non-null distribution corresponding to DE genes. Finally, the mixing proportions 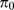 and 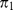 were constrained to be non-negative and sum to unity. Across the eight tissues, parameters of the mixture model were estimated using the EMMIX-GENE software [90] and an estimated experiment-wise false discovery rate (FDR) of <1% was used as the threshold for determining which genes were DE.

### Identification of tissue specific genes

We used the method of Schug et al. [91] to identify tissue specific (TS) genes based on Shannon entropy. Accordingly, the tissue specificity of gene *i* in tissue *t* was computed from the expression of gene *i* in tissue *t* relative to the expression of gene *i* in all tissues as follows:
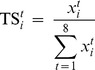
where 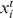 represented the expression of gene *i* in tissue *t* averaged across all libraries. In the denominator, the summation goes to 8 for as many tissues under scrutiny and of course the proportions in 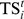 sum to unity. These proportions were interpreted as the probability of a given gene to belong to a given tissue. They were combined to compute the Shannon's entropy of a gene's expression as follows:
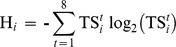

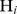
 ranged from 0 for genes expressed only in one tissue to 3 for genes equally expressed in all 8 tissues. The entropy values in 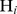 were not sensitive to absolute expression levels of genes in tissues because the values in 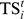 were relative expression levels. To circumvent this, a measure of categorical tissue specificity was computed as follows: 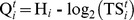.

The gene *i* was specific to tissue *t* as 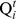 approaches zero according to this metric. However, on the other extreme, a gene equally expressed in all 8 tissues had a 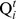  =  6 in all tissues. We used a permutation test, permuting the tissue labels in the original normalized data, to obtain the entropy that could be expected under random allocation of tissues. A total of 1,000 permutations were performed and the smallest entropy recorded as the threshold for tissue specificity at P<0.1%. Genes from the original data with an entropy value smaller than this threshold were considered TS genes. In order to validate the functional relationship of DE and TS genes, gene ontology (GO) enrichment analysis were performed using the procedures described in Fortes et al. [9], [10], [11] and the Gorilla software available at http://cbl-gorilla.cs.technion.ac.il/.

### Identification of key gene regulators

We employed two approaches for the identification of key gene regulators. For the first approach, we used regulatory impact factor (RIF) metrics described by Reverter et al. [92] to identify the regulators with the highest evidence of contributing to DE and (or) TS in the two physiological states, PRE and POST. We mined the animal transcription factor (TF) database of Zhang et al. [93], freely available at http://www.bioguo.org/AnimalTFDB/. From this database, we downloaded 1,329 TFs in 69 families, 99 chromatin remodeling factors and 255 transcription co-factors of *Bos taurus*.

Using the RIF metrics, these regulators were contrasted against a unique list of genes that were either DE or TS. While the original implementation of the RIF metrics involved the comparison of the TF with the DE genes, the exact same algebra was adapted to the comparison of the TF with the TS genes (or any other group of genes for that matter) as long as an experimental contrast was defined. Herein, the experimental contrast was PRE versus POST and the RIF metrics for the *r*-th regulator (*r* = 1, 2, …, 1329) were computed using the following formulae:
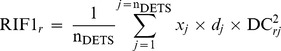
and
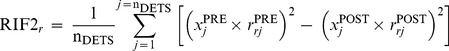
where n_DETS_ represented the number of genes that were either DE or TS; 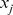 was the average expression of the *j*-th DE or TS gene across all samples; 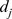 was the DE of the *j*-th gene in the PRE- *vs.* POST-puberty contrast; 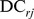 was the differential co-expression between the *r*-th regulator and the *j*-th DE or TS gene, and computed from the difference between 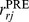 and 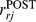, the correlation co-expression between the *r*-th regulator and the *j*-th DE or TS gene in the PRE- and POST-puberty samples, respectively; finally, 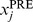 and 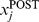 represented the average expression of the j-th DE or TS gene in the PRE- and POST-puberty samples, respectively;

In the second approach to identify key regulators, we used the methodology described in Gu et al. [13] based on promoter sequence analysis of the DE and (or) TS genes to search for motifs corresponding to transcription factor binding sites (TFBS) of known TF. Specifically, a total of 60,131 promoter sequences derived from 22,050 genes were downloaded from the bovine genome-wide promoter sequence database of Genomatix (http://www.genomatix.de/; ElDorado Btau 4, v-07-09). To ensure only high confidence promoters were selected, we applied the concept of orthologous promoters [94] and retained only those promoters for which phylogenetically conserved sequences were documented in both the human and mouse genomes. This resulted in the identification of 39,696 promoter sequences distributed over 13,623 genes. We subsequently applied a threshold of 1 (100% confidence) to core and matrix similarities [95] to identify a final set of 310,316 high confidence TFBS that were used for integration with the RNA-Seq data.

### Identification of key genes harboring SNP

The PRE and POST heifers used in this study were derived from a population of Brangus heifers that were included in GWAS of heifer fertility traits [11]. These studies tested associations between the SNP on the Illumina BovineSNP50 BeadChip (54,001 ver. 1; Illumina, San Diego, CA) and the traits of FSC and HPG. Heifers that conceived early in a breeding season, were considered as early puberty within their first (i.e., yearling) breeding season. The SNP identified in previous studies involving ACL were also included in this effort [11], [39] and cumulatively results of these three publications were also used to identify target genes. Specifically, the 1,555 SNP reported by Fortes et al (11) predicting FSC and the 169 SNP from study of Brahman cattle and 84 SNP from study of Australian tropical composite cattle described by Hawken et al (39) were used in these GWAS efforts. We also combined results from GWAS (p<1%; <10 kb) with the 17,832 genes expressed in at least one tissue and physiological state from RNA-Seq data.

### Gene networks and functional analysis

Gene networks analysis was performed using the partial correlation and information theory (PCIT) algorithms and software described by Reverter and Chan [96]. This is a soft-thresholding methodology that exploits the twin concepts of PCIT. In brief, it explores relationships between all possible triplets of genes as to determine informative correlations between gene pairs once the numerical influence of other genes in the system were estimated. The networks were then viewed with Cytoscape [97] revealing the highly connected genes and hubs (i.e., 2 SD as a nominal threshold, *P*<0.01) [98]. Also, for DE and TS genes, GO enrichment analysis was performed using GOrilla software available at http://cbl-gorilla.cs.technion.ac.il/ as to gain understanding of the function of the nodes in the networks.

From within the larger networks, comprising DE genes, TS genes, TF and genes harboring SNP related to fertility, we explored a series of subnetworks deemed to be of particular relevance as defined by the connectivity degree and identity of their gene members. In particular, two of these were: (1) the subnetwork comprised by the best trio of TF in terms of their ability to expand the majority of the topology of the entire networks, and (2) the subnetwork comprised by the significant coexpression correlations between a highly ranked TF and a highly DE gene in either the hypothalamus or the pituitary gland.

## Supporting Information

Table S1 The 2,450 genes and their average expression level (log^2^) involved in network analyses. These genes were differentially expressed (DE), tissue specific (TS), a transcription factor (TF) and (or) contained a SNP detected with GWAS in PRE and POST heifers.
(XLSX)

Table S2 Genes captured in the cattle network concordant with the list of 30 new loci for age at menarche in humans [79].
(DOCX)

## References

[1] DornLD, BiroFM (2011) Puberty and its measurement: a decade in review. J Res Adolscence 21: 180–195.

[2] BurnsBM, FordyceG, HolroydRG (2010) A review of factors that impact on the capacity of beef cattle females to conceive, maintain a pregnancy and wean a calf-Implications for reproductive efficiency in northern Australia. Anim Reprod Sci 122: 1–22.2044778010.1016/j.anireprosci.2010.04.010PMC7131258

[3] DayML, NogueiraGP (2013) Management of age at puberty in beef heifers to optimize efficiency of beef production. Anim Front 3: 6–11.

[4] RodriguesHD, KinderJE, FitzpatrickLA (2002) Estradiol regulation of luteinizing hormone secretion in heifers of two breed types that reach puberty at different ages. Biol Reprod 66: 603–609.1187006410.1095/biolreprod66.3.603

[5] NogueiraGP (2004) Puberty in South American Bos indicus (Zebu) cattle. Anim Reprod Sci 82–83: 361–372.10.1016/j.anireprosci.2004.04.00715271466

[6] ElsikCG, TellamRL, WorleyKC (2009) The genome sequence of tuarine cattle: a window to ruminant biology and evolution. Science 324: 522–528.1939004910.1126/science.1169588PMC2943200

[7] ReverterA, FortesMRS (2013) Breeding and Genetics Symposium: building single nucleotide polymorphism-derived gene regulatory networks: toward functional genomewide association studies. J Anim Sci 91: 530–536.2309739910.2527/jas.2012-5780

[8] SnellingWM, CushmanRA, KeeleJW, CMaltecca, ThomasMG, et al (2013) Breeding and Genetics Symposium: networks and pathways to guide genomic selection. J Anim Sci 91: 537–552.2309740410.2527/jas.2012-5784

[9] FortesMRS, ReverterA, ZhangY, CollisE, NagarajSH, et al (2010) Association weight matrix for the genetic dissection of puberty in beef cattle. Proc Natl Acad Sci 107: 13642–13647.2064393810.1073/pnas.1002044107PMC2922254

[10] FortesMRS, ReverterA, NagarajSH, ZhangY, JonssonNN, et al (2011) A single nucleotide polymorphism-derived regulatory gene network underlying puberty in 2 tropical breeds of beef cattle. J Anim Sci 89: 1669–1683.2135745310.2527/jas.2010-3681

[11] FortesMRS, SnellingWM, ReverterA, NagarajSH, LehnertSA, et al (2012a) Gene network analyses of first service conception in Brangus heifers: use of genome and trait associations, hypothalamic-transcriptome information, and transcription factors. J Anim Sci 90: 2894–2906.2273978010.2527/jas.2011-4601

[12] HudsonNJ, ReverterA, WangY, GreenwoodPL, DalrympleBP (2009) Inferring the transcriptional landscape of bovine skeletal muscle by integrating co-expression networks. PloS One 4: e7249.1979491310.1371/journal.pone.0007249PMC2749936

[13] GuQ, NagarajSH, HudsonNJ, DalrympleBP, ReverterA (2011) Genome-wide patterns of promoter sharing and co-expression in bovine skeletal muscle. BMC Genomics 12: 23.2122690210.1186/1471-2164-12-23PMC3025955

[14] SunW, HudsonWJ, ReverterA, WaardenbergAJ, TellamRL, et al (2012) An always correlated gene expression landscape for ovine skeletal muscle, learnt from comparison with “equivalent” bovine landscape. BMC Res Notes 5: 632.2314865310.1186/1756-0500-5-632PMC3543716

[15] VidalM, CusickME, BarabasiAL (2011) Interactome networks and human disease. Cell 144: 986–998.2141448810.1016/j.cell.2011.02.016PMC3102045

[16] BarabasiAL, GulbahceN, LoscalzoJ (2011) Network medicine: a network-based approach to human disease. Nature Rev Genet 12: 56–68.2116452510.1038/nrg2918PMC3140052

[17] ChanSY, LoscalzoJ (2012) The emerging paradigm of network medicine in the study of human disease. Circul Res J Am Heart Assoc 111: 359–374.10.1161/CIRCRESAHA.111.258541PMC342539422821909

[18] PetersSO, KizilkayaK, GarrickDJ, FernandoRL, ReecyJM, et al (2012) Bayesian quantitative loci inference from whole genome analyses of growth and yearling ultrasound measures of carcass traits in Brangus heifers. J Anim Sci 90: 3398–3409.2303874510.2527/jas.2012-4507

[19] PetersSO, KizilkayaK, GarrickDJ, FernandoRL, ReecyJ, et al (2013) Heritability and Bayesian genome-wide association study of first service conception and pregnancy in Brangus heifers. J Anim Sci 91: 605–612.2314825210.2527/jas.2012-5580

[20] RapaportF, KhaninR, LianY, PirunY, et al (2013) Comprehensive evaluation of differential gene expression analysis methods for RNA-Seq data. Genome Biol 14: R95.2402048610.1186/gb-2013-14-9-r95PMC4054597

[21] Medrano JF, Rincon G, Islas-Trejo A (2010) Comparative analysis of bovine milk and mammary gland transcriptome using RNA-Seq. Proc 9^th^ World Cong Appl Livestock Prod, Lepizig, Germany, #852, http://www.kongressband.de/wcgalp2010/assets/pdf/0852.pdf.

[22] WickramasingheS, HuaS, RinconG, Ilas-TrejoA, GermanJB, et al (2011) Transcriptome profiling of bovine milk oligosaccharide metabolism genes using RNA-sequencing. PLoS One 6: e18895.2154102910.1371/journal.pone.0018895PMC3081824

[23] WickramasingheS, RinconG, Islas-TrejoA, MedranoJF (2012) Transcriptional profiling of bovine milk using RNA sequencing. BMC Genomics 13: 45.2227684810.1186/1471-2164-13-45PMC3285075

[24] MortazaviA, WilliamsBA, McCueK, SchaefferL, WoldB (2008) Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods 5: 621–628.1851604510.1038/nmeth.1226PMC13303166

[25] ZiebaDA, AmstaldenM, WilliamsGL (2005) Regulatory roles of leptin in reproduction and metabolism: a comparative review. Dom Anim Endocrinol 29: 166–185.10.1016/j.domaniend.2005.02.01915927772

[26] AmstaldenM, AlvesBRC, LiuS, CardosoRC, WilliamsGL (2011) Neuroendocrine pathways mediating nutritional acceleration of puberty: insights from ruminant models. Front Endocrinol 2: 109 doi:10.3389/fendo.2011.00109 10.3389/fendo.2011.00109PMC335611722654842

[27] DobsonH, SmithRF (2000) What is stress, and how does it affect reproduction? Anim Reprod Sci. 60–61: 743–52.10.1016/s0378-4320(00)00080-410844239

[28] GimplG, FahrenholzF (2001) The oxytocin receptor system: structure, function, and regulation. Physiol Rev 81: 629–683.1127434110.1152/physrev.2001.81.2.629

[29] Gabbay-BenzivR, AoA, FischB, ZhangL, OronG, et al (2012) Vasoactive intestinal peptide and its receptors in human ovarian cortical follicles. PLoS One 7: e37015.2262397110.1371/journal.pone.0037015PMC3356394

[30] ChenN, LiY, WangW, MaY, YangD, et al (2013) Vasoactive intestinal peptide can promote the development of neonatal rat primordial follicles during in vitro culture. Biol Reprod 88: 12.2317577210.1095/biolreprod.111.098335

[31] BafunnoV, SantacroceR, MargaglioneM (2011) The risk of occurrence of venous thrombosis: focus on protein Z. Thromb Res 128: 508–515.2188509310.1016/j.thromres.2011.08.007

[32] AlmawiWY, Al-ShaikhFS, MelemedjianOK, AlmawiAW (2013) Protein Z, an anticoagulant protein with expanding role in reproductive biology. Reproduction 146: R73–80.2369062910.1530/REP-13-0072

[33] UechiT, TanakaT, KenmochiN (2001) A complete map of the human ribosomal protein genes: assignment of 80 genes to the cytogenetic map and implications for human disorders. Genomics 72: 223–230.1140143710.1006/geno.2000.6470

[34] SugiharaY, SadoharaE, Yonezawa, KugoM, OshimaT, et al (2013) Identification and expression of an autosomal paralogue of ribosomal protein S4, X-linked, in mice: potential involvement of testis-specific ribosomal proteins in translation and spermatogensis. Gene 521: 91–99.2350059210.1016/j.gene.2013.02.040

[35] PetragliaF, ImperatoreA, ChallisJRG (2010) Neuroendocrine mechanisms in pregnancy and parturition. Endo Rev 31: 783–816.10.1210/er.2009-001920631004

[36] BathgateRAD, HallsML, Van der WesthuizenET, CallanderGE, KocanM, SummersRJ (2012) Relaxin family peptides and their receptors. Physiol Rev 93: 405–480.10.1152/physrev.00001.201223303914

[37] VuongC, Van UumSHM, O'DellLE, LutfyK, FriedmanTC (2010) The effects of opioids and opioid analogs and human endocrine systems. Endo Rev 31: 98–132.10.1210/er.2009-0009PMC285220619903933

[38] SubiranN, CasisL, IrazustaJ (2011) Regulation of male fertility by the opioid system. Mol Med 17: 846–853.2143124710.2119/molmed.2010.00268PMC3146603

[39] HawkenRJ, ZhangYD, FortesMRS, CollisE, BarrisWC, CorbetNJ, et al (2012) Genome-wide association studies of female reproduction in tropically adapted beef cattle. J Anim Sci 90: 2894–2906.2210059910.2527/jas.2011-4410

[40] FortesMRS, KemperK, SasazakiS, ReverterA, et al (2013) Evidence for pleiotropism and recent selection in the PLAG1 region in Australian Beef cattle. Anim Geneti 44: 636–647.10.1111/age.1207523909810

[41] LarderR, ClarkDD, MillerNL, MellonPL (2011) Hypothalamic dysregulation and infertility in mice lacking the homeodomain protein Six6. J Neurosci 31: 426–438.2122815310.1523/JNEUROSCI.1688-10.2011PMC3103738

[42] TanO, CarrBR, BeshayVE, BukulmezO (2013) The extrapituitary effects of GnRH antagonists and their potential clinical implications: a narrated review. Reprod Sci 20: 16–25.2301231810.1177/1933719112459244

[43] D'EliaA, TellG, ParonI, PellizzariL, Lonigro, DamanteG (2001) Missense mutations of homeoboxes: a review. Hum Mut 18: 361–374.1166862910.1002/humu.1207

[44] RaetzmanLT, WardR, CamperSA (2002) Lhx4 and Prop1 are required for cell survival and expansion of the pituitary primordia. Development 129: 4229–4239.1218337510.1242/dev.129.18.4229

[45] ScullyKM, RosenfeldMG (2002) Pituitary development: regulatory codes in mammalian organogensis. Science 295: 2231–2235.1191010110.1126/science.1062736

[46] KogataN, ZvelebilM, HowardBA (2013) Neuregulin 3 and erbb signalling networks in embryonic mammary gland development. J Mammary Gland Biol Neoplasia 18: 149–54.2364970010.1007/s10911-013-9286-4

[47] ChazenbalkG, ChenYH, HeneidiS, LeeJM, PallM, et al (2012) Abnormal expression of genes involved in inflammation, lipid metabolism, and Wnt signaling in the adipose tissue of polycystic ovary syndrome. J Clin Endocrinol Metab 97: E765–770.2234419910.1210/jc.2011-2377PMC3339894

[48] ShirleyKL, ThomasMG, KeislerDH, HallfordDM, MontroseDM, et al (2006) Case study: a Chihuahuan Desert Brangus breeding program: feed efficiency, metabolic hormones, and puberty in heifers sired by bulls with different expected progeny differences for growth and scrotal circumference. Prof Anim Sci 22: 48–58.

[49] GarrettAJ, RinconG, MedranoJF, ElzoMA, SilverGA, et al (2008) Promoter region of the bovine growth hormone receptor gene: Single nucleotide polymorphism discovery in cattle and association with performance in Brangus bulls. J Anim Sci 86: 3315–3323.1867672210.2527/jas.2008-0990

[50] Luna-NevarezP, RinconG, MedranoJF, RileyDG, ChaseCC, et al (2011) Single nucleotide polymorphisms in the growth hormone – insulin like growth factor axis in straightbred and crossbred Angus, Brahman, and Romosinuano heifers: population genetic analyses and association of genotypes with reproductive phenotypes. J Anim Sci 89: 926–934.2118371310.2527/jas.2010-3483

[51] O'Flynn O'BrienKL, VargheseAC, AgarwalA (2010) The genetic causes of male factor infertility: a review. Fert Steril 93: 1–12.10.1016/j.fertnstert.2009.10.04520103481

[52] SatchellL, GlisterC, BleachEC, GlencrossRG, BicknellAB, et al (2013) Ovarian expression of insulin-like peptide 3 (INSL3) and its receptor (RXFP2) during development of bovine antral follicles and corpora lutea and measurement of circulating INSL3 levels during synchronized estrous cycles. Endocrinology 154: 1897–1906.2354660510.1210/en.2012-2232

[53] CánovasA, QuintanillaR, AmillsM, PenaRN (2010b) Muscle transcriptomic profiles in pigs with divergent phenotypes for fatness traits. BMC Genomics 11: 372.2054071710.1186/1471-2164-11-372PMC2894043

[54] NarukamiT, SasazakiS, OyamaK, NogiT, TaniguchiM, et al (2011) Effect of DNA polymorphisms related to fatty acid composition in adipose tissue of Holstein cattle. Anim Sci J 82: 406–411.2161583310.1111/j.1740-0929.2010.00855.x

[55] LeeSH, van der WerfJH, ParkEW, OhSJ, GibsonJP, et al (2010) Genetic polymorphisms of the bovine fatty acid binding protein 4 gene are significantly associated with marbling and carcass weight in Hanwoo (Korean Cattle). Anim Genet 41: 442–444.2033159510.1111/j.1365-2052.2010.02024.x

[56] TabandehMR, HosseiniA, SaebM, KafiM, SaebS (2010) Changes in the gene expression of adiponectin and adiponectin receptors (AdipoR1 and AdipoR2) in ovarian follicular cells of dairy cow at different stages of development. Theriogenology 73: 659–669.2004775410.1016/j.theriogenology.2009.11.006

[57] LopezR, ThomasMG, HallfordDM, KeislerDH, SilverGA, et al (2006) Case study: metabolic hormone profiles and evaluation of associations of metabolic hormones with body fat and reproductive characteristics of Angus, Brangus, and Brahman heifers. Prof Anim Sci 22: 273–282.

[58] Luna-NevarezP, BaileyDW, BaileyCC, VanLeeuwenDM, EnnsRM, et al (2010) Growth characteristics, reproductive performance, and evaluation of their associative relationships in Brangus cattle managed in a Chihuahuan Desert production system. J Anim Sci 88: 1891–1904.2015415710.2527/jas.2009-2541

[59] UlbrichSE, FrohlichT, SchulkeK, EnglbergerE, WaldschmittN, et al (2009) Evidence for estrogen-dependent uterine serpin (SERPINA14) expression during estrus in the bovine endometrial glandular epithelium and lumen. Biol Reprod 81: 795–805.1949425010.1095/biolreprod.108.075184

[60] Martinez-GinerM, NogueraJL, BalcellsI, AlvesE, VaronaL, et al (2011) Expression study on the porcine PTHLH gene and its relationship with sow teat number. J Anim Breed Genet 128: 344–353.2190618010.1111/j.1439-0388.2011.00925.x

[61] TorricelliM, VoltoliniC, NovembriR, BocchiC, Di TommasoM, et al (2012) Activin A and its regulatory molecules in placenta and fetal membranes of women with preterm premature rupture of the membranes associated with acute chorioamnionitis. Am J Reprod Immunol 68: 392–399.2284518610.1111/j.1600-0897.2012.01180.x

[62] GregorySJ, KaiserUB (2004) Regulation of gonadotropins by inhibin and activin. Semin Reprod Med 22: 253–267.1531982810.1055/s-2004-831901

[63] MatorrasR, OsunaC, ExpositoA, CrisolL, PijoanJI (2011) Recombinant FSH versus high purified FSH in intrauterine insemination: systematic review and metaanalysis. Fert Steril 95: 1937–1942.e3.10.1016/j.fertnstert.2011.02.03021429486

[64] RothCL, MastronardiC, LomnicziA, WrightH, CabreraR, et al (2007) Expression of a tumor-related gene network increases in the mammalian hypothalamus at the time of female puberty. Endocrinology 148: 5147–5161.1761514910.1210/en.2007-0634

[65] OjedaSR, DubayC, LomnicziA, KaidarG, MatagneV, et al (2010) Gene networks and the neuroendocrine regulation of puberty. Mol Cell Endocrinol 324: 3–11.2000591910.1016/j.mce.2009.12.003PMC2888991

[66] LomnicziA, WrightH, CastellanoJM, SonmezK, OjedaSR (2013) A system biology approach to identify regulatory pathways underlying the neuroendocrine control of female puberty in rats and non-human primates. Horm Behav 64: 175–86.2399866210.1016/j.yhbeh.2012.09.013PMC3933372

[67] BioneS, RizzolioF, SalaC, RicottiR, GoeganM, et al (2004) Mutation analysis of two candidate genes for premature ovarian failure, DACH2 and POF1B. Hum Reprod 19: 2759–2766.1545917210.1093/humrep/deh502

[68] LamEWF, BrosensJJ, GomesAR, KooCY (2013) Forkhead box proteins: tuning forks for transcriptional harmony. Nat Rev Cancer 13: 482–495.2379236110.1038/nrc3539

[69] ThackrayVG (2014) Fox tales: regulation of gonadotropin gene expression by forkhead transcription factors. Mol Cell Endocrinol 385: 62–70.2409986310.1016/j.mce.2013.09.034PMC3947687

[70] SuzumoriN, PangasSA, RajkovicA (2007) Candidate genes for premature ovarian failure. Curr Med Chem 14: 353–357.1730553710.2174/092986707779941087

[71] BinG, JiarongZ, ShihaoW, XiuliS, ChengX, et al (2012) Aire promotes the self renewal of embryonic stem cells through Lin28. Stem Cell Develop 21: 2878–2890.10.1089/scd.2012.0097PMC346407022540148

[72] ConnellMT, OwenCM, SegarsJH (2013) Genetic syndromes and genes involved in the development of the female reproductive tract: a possible role for gene therapy. J Genet Syndr Gene Ther 4: 1000127.10.4172/2157-7412.1000127PMC426462425506511

[73] ShahN, SukumarS (2010) The Hox genes and their roles in oncogenesis. Nat. Rev. Cancer 10: 361–371.10.1038/nrc282620357775

[74] MarkholtS, GrondahlML, ErnstEH, AndersenCY, ErnstE, Lykke-HartmannK (2012) Global gene analysis of oocystes from early stages in human folliculogenesis show high expression of novel genes in reproduction. Mol Human Reprod 18: 96–110.10.1093/molehr/gar08322238370

[75] DupreA, HaccardO, JessusC (2011) Review article: MOS in the oocyte: how to use MAPK independently of growth factors and transcription to control meiotic divisions. J Signal Trans 2011: 350412.10.1155/2011/350412PMC310178821637374

[76] RogersRL, Van SeuningenI, GouldJ, HertzogPJ, NaylorMJ, PritchardMA (2010) Transcript profiling of Elf5+/− mammary glands during pregnancy identifies novel targets of ELF5. PLoS One 5: e13150.2094909910.1371/journal.pone.0013150PMC2951341

[77] OunzainS, BowenS, PatelC, FujitaR, HeadsRJ, et al (2011) Proliferation-associated POU4F2/Brn-3b transcription factor expression is regulated by oestrogen through ERα and growth factors via MAPK pathway Breast Cancer Res. 13: R5.10.1186/bcr2809PMC310957121241485

[78] TangK-Q, LiS-J, YangW-C, YuJ-N, et al (2011) An MspI polymorphism in the inhibin alpha gene and its association with superovulation traits in Chinese Holstein cows. Mol Biol Rep 38: 17–21.2023817210.1007/s11033-010-0072-8

[79] Moreno-SanchezN, RuedaJ, ReverterA, CarabanoMJ, DiazC (2012) Muscle-specific gene expression is underscored by differential stressor responses and coexpression changes. Funct Integr Genomics 12: 93–103.2188192210.1007/s10142-011-0249-9

[80] ElksCE, PerryJRB, SulemP, Chasman, etal (2010) Thirty new loci for age at menarche identified by a meta-analysis of genome-wide association studies. Nat Genet 42: 1077–1085.2110246210.1038/ng.714PMC3140055

[81] SchneiderFA, HallfordDM (1996) Use of a rapid progesterone radio-immunoassay to predict pregnancy and fetal numbers in ewes. Sheep Goat Res J 12: 33–38.

[82] NarroLA, ThomasMG, SilverGA, RozeboomKJ, KeislerDH (2003) Body composition, leptin, and the leptin receptor and their relationship to the growth hormone (GH) axis in growing wethers treated with zeranol. Domest Anim Endocrinol 24: 243–255.1264216410.1016/s0739-7240(02)00239-4

[83] CánovasA, RinconG, Islas-TrejoA, WickramasingheS, MedranoJF (2010a) SNP discovery in the bovine milk transcriptome using RNA-Seq technology. Mamm Genome 21: 592–598.2105779710.1007/s00335-010-9297-zPMC3002166

[84] CánovasA, RinconG, Islas-TrejoA, Jimenez-FloresR, LaubscherA, et al (2013) RNA sequencing to study gene expression and single nucleotide polymorphism variation associated with citrate content in cow milk. J Dairy Sci 96: 2637–2648.2340320210.3168/jds.2012-6213

[85] OshlackA, RobinsonMD, YoungMD (2010) From RNA-seq reads to differential expression results. Genome Biol 11: 220.2117617910.1186/gb-2010-11-12-220PMC3046478

[86] BullardJH, PurdomE, HansenKD, DudoitS (2010) Evaluation of statistical methods for normalization and differential expression in mRNA-Seq experiments. BMC Bioinformatics 11: 94.2016711010.1186/1471-2105-11-94PMC2838869

[87] ReverterA, BarrisW, McWilliamS, ByrneKA, WangYH, et al (2005) Validation of alternative methods of data normalization in gene co-expression studies. Bioinformatics 21: 1112–1120.1556429310.1093/bioinformatics/bti124

[88] CarauxG, PinlocheS (2005) PermutMatrix: a graphical environment to arrange gene expression profiles in optimal linear order. Bioinformatics 21: 1280–1281.1554693810.1093/bioinformatics/bti141

[89] McLachlanGJ, BeanRW, JonesLB (2006) A simple implementation of a normal mixture approach to differential gene expression in multiclass microarrays. Bioinformatics 22: 1608–1615.1663249410.1093/bioinformatics/btl148

[90] McLachlanGJ, BeanRW, PeelD (2002) A mixture model-based approach to the clustering of microarray expression data. Bioinformatics 18: 413–422.1193474010.1093/bioinformatics/18.3.413

[91] SchugJ, SchullerWP, KappenC, SalbaumJM, BucanM, et al (2005) Promoter features related to tissue specificity as measured by Shannon entropy. Genome Biol 6: R33.1583312010.1186/gb-2005-6-4-r33PMC1088961

[92] ReverterA, HudsonNJ, NagarajSH, Perez-EncisoM, DalrympleBP (2010) Regulatory impact factors: unraveling the transcriptional regulation of complex traits from expression data. Bioinformatics 26: 896–904.2014494610.1093/bioinformatics/btq051

[93] ZhangHM, ChenH, LiuW, LiuH, GongJ, et al (2012) AnimalTFDB: a comprehensive animal transcription factor database. Nucleic Acids Res 40: D144–149.2208056410.1093/nar/gkr965PMC3245155

[94] BuskeFA, BodenM, BauerDC, BaileyTL (2010) Assigning roles to DNA regulatory motifs using comparative genomics. Bioinformatics 26: 860–866.2014730710.1093/bioinformatics/btq049PMC2844991

[95] CarthariusK, FrechK, GroteK, KlockeB, HaltmeierM, et al (2005) MatInspector and beyond: promoter analysis based on transcription factor binding sites. Bioinformatics 21: 2933–2942.1586056010.1093/bioinformatics/bti473

[96] ReverterA, ChanEK (2008) Combining partial correlation and an information theory approach to the reversed engineering of gene co-expression networks. Bioinformatics 24: 2491–2497.1878411710.1093/bioinformatics/btn482

[97] ShannonP, MarkielA, OzierO, BaligaNS, Wang, etal (2003) Cytoscape: A software environment for integrated models of biomolecular interaction networks. Genome Res 13: 2498–2504.1459765810.1101/gr.1239303PMC403769

[98] TylerAL, AsselbergsFW, WilliamsSM, MooreJH (2009) Shadow of complexity: what biological networks reveal about epistasis and pleiotropy. BioEssays 31: 220–227.1920499410.1002/bies.200800022PMC3159922

# Supplementary material for: Multi-Tissue Omics Analyses Reveal Molecular Regulatory Networks for Puberty in Composite Beef Cattle
**Source:** PLoS One. 2014 Jul 21;9(7):e102551. doi: 10.1371/journal.pone.0102551
**Supplement:** Table S2 — Genes captured in the cattle network concordant with the list of 30 new loci for age at menarche in humans [79].

**Table S2.** Genes captured in the cattle network concordant with the list of 30 new loci for age at menarche in humans (Elks et al. 2010. Nat Genet. 42:1077-1085).

| **Gene** | ***Attributes** | | | | **Tissue** | **Ten most co-expressed genes** |
| --- | --- | --- | --- | --- | --- | --- |
|  | **DE** | **TS** | **TF** | **SNP** |  |  |
| BSX | 1 | 0 | 1 | 0 | HYP | CHRNA4,DLX1,GPR17,GRM5,KLK6,KRT81,KRT86,OLIG3,ONECUT3,bta-mir-935 |
| CRTC1 | 0 | 0 | 1 | 0 | HYP | ACE2,CAMK2B,COL18A1,CPN2,DIRAS1,GLP2R,NKIRAS1,STAC2,TLE4,XPNPEP2 |
| INHBA | 0 | 1 | 0 | 0 | OVA | AURKA,CST15,FAM54A,FDXR,HSD3B,KCNK18,KRT2,KRT73,MOS,STAR |
| NFAT5 | 0 | 0 | 1 | 0 | PIT | ATF2,C9H6orf165,CREB1,EFCAB12,EPS8L1,FAM227A,FSIP1,STK33,TEKT1,TOX |
| PCSK2 | 1 | 0 | 0 | 0 | HYP | AMZ1,ANKRD55,CXXC4,EGR4,GABRA2,HS6ST3,MMEL1,OTOS,RDH12,SCN8A |
| TMEM108 | 0 | 0 | 0 | 1 | PIT | GABRB3,GRID2IP,KIF3A,LGI1,LOC527068,MYT1L,SCN8A,SEZ6,SYNPR,ZNF239 |

*Attributes: (1) differentially expressed (DE) among pre- versus post-puberty; (2) tissue specific (TS); (3) transcription factors (TF); (4) genes harboring SNP associated with indicator traits of puberty (first service conception (FSC), heifer pregnancy (HPG), and age at puberty as measured by the presence of the first corpus luteum (ACL)). HYP (hypothalamus); PIT (pituitary gland); OVA (ovary).

How the deposited data were processed for this re-analysis (not part of the article)

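RNA of hypothalamus, pituitary gland, uterus, endometrium, ovary, adipose tissue, liver and longissimus dorsi muscle was measured in PRE and POST heifers, in 61 libraries of 8 animals. Grouping by tissue and stage followed the sample labels and gave 16 groups. The authors mapped the reads to UMD3.1 with CLC Genomics Workbench and counted unique reads per gene. They expressed each gene as RPKM, which divides the count by transcript length and library total, and deposited the mean unique read count and the mean RPKM of each group. Coordinates and identifiers of 24616 genes are those that the authors give with the values. No value per library, error or p-value was used here, so the tests planned at first, which need single libraries, could not be run, and no adjusted p-value is given.

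From the means, the difference of a gene was computed as log2 of POST minus log2 of PRE mean RPKM, with 0.2 added to each. A gene was compared in a tissue when its mean RPKM reached 0.2 in 1 stage or both, the threshold that the paper uses for expression, and was counted when the stages lay at least 4-fold apart. This rule, the entropy limit of 1 for tissue-specific genes and the fold of 4 over every other tissue, at an RPKM of at least 1, were set after the values were seen to be means, and take the place of tests. Groups were clustered on 1 minus Pearson's r with average linkage. Shannon entropy was taken over the 8 tissue means on log2(RPKM + 1). Networks were built per stage by partial correlation with information theory over the genes of Table S1 used here, across the tissue means, which are few and come from the same animals.

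Gene lists of cell types, hormones and processes were fixed beforehand, and their median difference is given with its percentile among 10000 random lists of the same size drawn from the 50 neighbours by expression on each side of each member. Names come from the gene names in the authors' values, from Table S1, and from 97 UniProt entry names paired by hand with a symbol; 5890 genes had an entry name without a paired symbol and 4600 had no name, so lists miss some members. The text names genes that the paper names, some of which are not reported here, up to 10 named genes per direction and tissue with the largest differences among those past the rule with a mean of at least 1 CPM, counts scaled to the group total, up to 4 members with the largest differences of each list, list members and HOX genes counted where they are 5 or fewer, and the genes with the lowest entropy statistic Q per tissue. Named genes of Table S1 and Table 3 had their published means or folds seen before this rule was written.

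Depth is given per group as the sum of mean unique reads, and a mean over 3 or 4 libraries near the RPKM threshold rests on few reads. The counting was tested on simulated data with 200 genes changed per tissue and an assumed dispersion of 0.1: of genes set 16-fold apart 98% to 100% passed the rule, of those set 8-fold apart 86% to 94%, of those set 2-fold apart up to 2%, and 1 to 4 unchanged genes per tissue passed it. Genes were drawn independently of each other at the labelled numbers of libraries. No RNA of other tissues or difference in dissection was simulated, so these numbers do not estimate false calls in the counts given here. Alternatives were other amounts added to RPKM, a 2-fold rule, CPM in place of RPKM, centring, other limits on low values, and the two-component mixture of the paper without its mixed-model normalisation. The ranking of transcription factors, the binding-site search, the association of SNPs and the enrichment of ontology terms were not analysed here, nor was the part of Table S1 after its first 1993 genes. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.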

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

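All tests in this part were chosen after the results were seen. Each result here is a signal in genes that the paper does not discuss for that tissue, far above the level in the other stage, as the authors' mean RPKM without a replicate check. Prolactin (PRL) was at 15908 in POST ovary and 106 in PRE ovary, and albumin (ALB) at 1098 in POST and 17.2 in PRE adipose tissue. Collagen I (COL1A1) was at 1900.3 in PRE and 57.4 in POST pituitary gland, and a gene without a symbol (ENSBTAG00000040367) at 266 in PRE and 6.41 in POST. Smooth muscle myosin (MYH11) was at 469 in PRE and 21.6 in POST endometrium. Orexin (HCRT) had its signal in POST hypothalamus, at 115.1 against 12.64 in PRE, FGF21 in PRE liver, at 26.67 against 3.871 in POST, and ADIPOQ in PRE longissimus dorsi muscle, at 93.1 against 11.1 in POST.

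Pituitary transcripts stood together in the POST ovary mean. Over 21 genes with a mean of at least 10 in the pituitary gland and 20 times that of the other tissues, the ovary aside, the median share of the POST pituitary level was 16.2%, against 0.133% in PRE ovary. Expression of single pituitary genes by the ovary is argued against by 100% of these genes lying above a share of 1%, so pituitary RNA in at least 1 of the POST ovary libraries may be the source of PRL and GH1 there. A pituitary library labelled as 1 of 4 ovary libraries would give a share of about 25%, and cannot be told apart from a smaller admixture, since the shares run from 8.41% at the 5th to 50.2% at the 95th percentile and single libraries were not used. The paper reports that its libraries grouped by tissue before stage. Its clustering used normalised values that include a term for gene by labelled tissue, so it does not settle the label. A change of the ovary at puberty that takes up this whole set of genes stays open and untested.

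Liver transcripts stood together in the POST adipose mean. Over 280 liver genes chosen in the same way the median share of the POST liver level was 3.38%, against 0.0825% in PRE, which liver RNA in at least 1 of the POST adipose libraries may explain. Expression of single liver genes by adipocytes is argued against by 97.9% of the genes lying above a share of 1%. A liver library labelled as 1 of 4 adipose libraries is argued against by a 95th percentile of 9.51%, under the 25% it would give. A difference of adipose tissue at puberty in this whole set stays open and untested.

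AVP and OXT were measured at a low level outside the hypothalamus. A trace of hypothalamic RNA or reads in every library may give such levels, the highest of the 6 being 0.121% of the hypothalamic level. All lay within the range of 40 other hypothalamic transcripts, but that range reaches 7.68% in POST liver and 421% in PRE muscle, so it cannot decide this. A higher AVP level of the POST tissue itself cannot be told apart from such a trace, as the POST to PRE ratio of AVP lay above that of each of those transcripts in 3 of 4 tissues (adipose tissue, liver and uterus, not ovary) on few reads. For OXT in POST ovary this trace is argued against by a share of 25.7% on 3359 mean reads, as all those transcripts lay at or under 7.56% there, with a median of 0.620%, and AVP at 0.121%. Synthesis of OXT by the corpus luteum, present in POST ovaries alone, stays open and untested.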

How the results depend on the processing

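The 2-fold rule, CPM, centring, the limit of 10 mean reads, the removal of genes of other tissues, the mixture on log2(RPKM + 0.01), the entropy limit of 2, the permutation over groups, the 4-fold mean over tissues, the limit of RPKM 1 on HOX genes, that of RPKM 0.1 on expressed genes, PRE means alone for enriched genes, and log2(RPKM + 1) for hormones, gene lists, all tissues together and uterus against endometrium are tests chosen after the results were seen; the others were set before the data were examined. No paired analysis was possible because the values are means over animals. For the same reason other count tests, an adjusted p of 0.05, a joint fit of all libraries, quality weights, each library or animal left out, the animal given for 1 PRE pituitary library, thresholds per library and equal numbers of libraries per tissue were not run.

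Of 168 differences named as past the rule none changed direction with CPM, and 162 stayed 4-fold apart. CPM comes from the same libraries as RPKM and gene length is common to both stages, so a reversal was unlikely by construction. With log2(RPKM + 1), which cannot turn a direction, 130 stayed 4-fold apart. With log2(RPKM + 1) the number of genes apart was 28 in hypothalamus, 243 in pituitary gland, 216 in uterus, 570 in endometrium, 99 in ovary, 169 in adipose tissue, 7 in liver and 48 in longissimus dorsi muscle, since low levels weigh less. The two-component mixture gave 354 in hypothalamus, 1477 in pituitary gland, 1391 in uterus, 1398 in ovary, 552 in adipose tissue, 477 in liver and 999 in longissimus dorsi muscle, and on log2(RPKM + 0.01) 666 in hypothalamus, 1671 in pituitary gland, 1693 in uterus, 1831 in ovary, 832 in adipose tissue, 678 in liver and 1433 in longissimus dorsi muscle, with endometrium within 1.5 times of its count; the cause was not tested. The 2-fold rule, which by its construction counts more genes, gave 492 in hypothalamus, 1294 in pituitary gland, 1934 in uterus, 3737 in endometrium, 1013 in ovary, 849 in adipose tissue, 108 in liver and 470 in longissimus dorsi muscle. Without genes at least 5 times higher in another tissue there were 41 in hypothalamus, 6 in liver, 34 in longissimus dorsi muscle, 128 in ovary (61 higher, 67 lower) and 29 in adipose tissue (16 higher, 13 lower). CPM, centring on the median of each tissue (at most 0.138, in pituitary gland) and 10 mean reads kept each total within 1.5 times; the counts by direction went past it for higher genes in ovary alone, with 323 higher and 65 lower genes in ovary under CPM.

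The direction with more genes also varied: lower genes outnumbered higher ones in hypothalamus under log2(RPKM + 1), both mixtures, CPM and centring (31 higher, 33 lower), in longissimus dorsi muscle under both mixtures, and in ovary without genes of other tissues, while higher genes outnumbered lower ones in uterus under log2(RPKM + 1) and in endometrium under log2(RPKM + 1), the mixture and the removal of genes of other tissues.

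Peptide hormones apart were 30.4% with log2(RPKM + 1), 78.3% by the 2-fold rule and 72.5% by the mixture. Genes apart over all tissues were 11 with log2(RPKM + 1) and 5 at a 4-fold mean, none with a symbol, and genes apart between uterus and endometrium 370 with log2(RPKM + 1) and 3186 by the 2-fold rule. Lower HOX pairs were 19 by 2-fold and 47 at an RPKM of 1. Enriched genes were 4346 at 2 times and 1060 at 10 times. Genes of low entropy were 1084 on linear RPKM, 1296 at a limit of 2 and 0 under 1000 permutations of the groups, and 3.64% of the named ones were of the transcription factor families. The cause was not tested for these, beyond looser limits counting more genes by construction. Expressed genes, clustering, connections, tissue of maximum and gene lists stayed within 1.5 times of their value under each alternative run for them. Depth limits levels under an RPKM of 0.2, where a mean can rest on fewer than 10 reads.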

Differences from the paper's values

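The removal of genes of other tissues and the other alternatives named as such in the part above are tests chosen after the results were seen. The paper's counts are at its P under 0.001 from a mixture after mixed-model normalisation, and those here at the 4-fold rule, so the thresholds differ. In hypothalamus 64 against the paper's 275 genes were apart and 33 against the paper's 204 higher. The mixture, set before the data were examined, gave 354 and 155, within 1.5 times of the paper's, but with 199 lower, so that most were lower where the paper has most higher, and log2(RPKM + 1) gave 28 and 13, not within it. The 2-fold rule, chosen after the values were seen, gave 264 higher, within 1.5 times, and 492 in all, not within it, and leaves out 8 of the 9 genes the paper names as higher there, all but TDGF1. In adipose tissue 20 against the paper's 119 were lower, 84 under the mixture, within 1.5 times, and 8 with log2(RPKM + 1), not within it. In pituitary gland 16 against the paper's 157 were higher and 375 against the paper's 135 lower. Neither alternative comes within 1.5 times, with 10 and 233 with log2(RPKM + 1) and 68 and 1409 under the mixture. The 2-fold rule and the mixture on log2(RPKM + 0.01), both chosen after the values were seen, gave 152 and 161 higher, within 1.5 times, and each leaves out 4 of the 6 genes the paper names as higher there (PENK, HOXA11, HOXA7 and MEPE), keeping VIP and TDGF1. In uterus 453 against the paper's 207 were apart, 216 with log2(RPKM + 1), within 1.5 times, and 1391 under the mixture, not within it. In endometrium there were 1022 against the paper's 276, with 570 and 910 under these alternatives, neither within 1.5 times. The bars of Figure 3 read as if the paper's 2 counts belonged to the other of these tissues, and by that reading the same values lie within and outside 1.5 times. In liver there were 11 against the paper's 288, with 3 against the paper's 161 higher and 8 against the paper's 127 lower. The mixture gave 233 higher, within 1.5 times, and 477 in all and 244 lower, not within it. With log2(RPKM + 1) there were 7, of which 1 was higher (SAA3) and 6 lower.

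Tissue-specific genes numbered 223 against the paper's 943. On linear RPKM, set before the data were examined, there were 1084, within 1.5 times, while a filter at RPKM 0.2 gave 328 and uterus with endometrium as 1 tissue 327, not within it. An entropy limit of 2, chosen after the values were seen, gave 1296, within 1.5 times, and leaves out MYH1 and ADIPOQ, which the paper names, keeping INSL3. By tissue there were 4 against the paper's 142 in endometrium, 1 against the paper's 132 in uterus, 11 against the paper's 122 in pituitary gland, 17 against the paper's 166 in ovary and 35 against the paper's 170 in longissimus dorsi muscle. With uterus and endometrium as 1 tissue, set before the data were examined, the 2 together had 42, within 1.5 times of neither count of the paper. The fold of 4 over every other tissue, set after the values were seen, gave 109 in pituitary gland and 133 in ovary, within 1.5 times, and 80 in endometrium, 10 in uterus and 309 in longissimus dorsi muscle, not within it; it keeps INSL3, MYH1 and ADIPOQ.

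Of 21 genes of Table 3 with values in the part of Table S1 used here, 20 have a fold within 1% of 2 to the power of the difference there, on the paper's normalised log2 scale, and INHA does not. The folds here are ratios of mean RPKM with 0.2 added, negative where PRE is higher. The size was compared, within 1.5 times, as no error is given. Smaller with 0.2 added were DPPA4 in hypothalamus -1.63 (the paper's -4.82), RHEBL1 in pituitary gland -1.92 (the paper's -3.97), MEPE in pituitary gland 1.22 (the paper's 4.71), PENK in pituitary gland 1.68 (the paper's 4.54), TP63 in adipose tissue 1.39 (the paper's 5.06), FAM19A4 in liver -1.65 (the paper's -4.46), ITIH1 in ovary 1.78 (the paper's 3.48) and ELF5 in uterus -7.28 (the paper's -17.19). The means of MEPE (0.00687 in PRE and 0.053 in POST) and TP63 (0.00513 and 0.085) lie far under 0.2, so their fold is largely set by the amount added. In endometrium, IL22RA1 -1.98 (the paper's -16.78), LYSB -1.07 (the paper's -2.02) and POU4F2 -1.16 (the paper's -2.45) are listed at 0 in POST and ADH6 3.21 (the paper's 25.0) at 0 in PRE, so their fold is set by the 0.2 added and is no estimate of its size. The model of ADH6 was chosen by its Table S1 difference, and the other model had a log2 difference of -0.71, against the paper's direction. In that tissue LOC777593 3.60 (the paper's 15.96), MGC157266 -1.42 (the paper's -3.76), NRXN3 -1.60 (the paper's -3.92) and TSHR 1.25 (the paper's 4.55) were also smaller. Larger here were NEBL in endometrium 16.6 (the paper's 5.63), CPNE5 in endometrium -12.6 (the paper's -4.95) and DKK1 in uterus 69.2 (the paper's 11.65). Under log2(RPKM + 1), set before the data were examined, NEBL at 8.19 and CPNE5 at -6.61 come within 1.5 times of the paper's, and the other 17 do not. Plain ratios with nothing added, chosen after the values were seen, come within 1.5 times for DPPA4 (-5.87), RHEBL1 (-5.75), LOC777593 (14.9), MGC157266 (-3.80) and NRXN3 (-5.72), give no value for the 4 with a stage at 0, leave the other 10 outside, and bring MOS (-3.83) and MMD2 (184) outside. Of those 10, TP63 (16.6), MEPE (7.71) and ELF5 (-33.5) turn from smaller to larger than the paper's, so the direction of their gap depends on the 0.2 added.

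The paper states that the hypothalamus had the highest proportion of higher genes and adipose tissue the most genes. Here 93.4% were higher in adipose tissue, the highest proportion of the 8 tissues, and endometrium had the most genes, with hypothalamus behind ovary and longissimus dorsi muscle too. Under the mixture, set before the data were examined, adipose tissue kept the highest proportion (468 of 552), but pituitary gland had the most genes, with 1477. Without genes of other tissues, adipose tissue had 16 higher and 13 lower, and longissimus dorsi muscle had the highest proportion (33 of 34), while endometrium kept the most genes (851). The paper has AVP among its top genes of hypothalamus and VIP as higher there. In hypothalamus the log2 difference of AVP was -0.48, and VIP was lower, while VIP in pituitary gland and OXT in hypothalamus were higher, as in the paper. The paper names RPL39 as higher in hypothalamus and muscle. Its log2 difference was 0.31 in hypothalamus and -0.22 in longissimus dorsi muscle, at levels near 0. Another model of that protein (ENSBTAG00000034844) was higher in both, at 2.34 and 0.70, on at most 0.750 mean unique reads. PROZ in pituitary gland, a top gene of the paper, had a log2 difference of -0.24, NRG3 in liver, which the paper names as higher, -0.14, and SIX6 in endometrium, also named as higher, 0.30, each from levels under an RPKM of 0.1. AIRE and FOXL2 are stated as lower in all tissues. AIRE was lower in uterus (-0.91) and ovary (-1.21) and slightly higher in endometrium (0.05) and pituitary gland (0.14), and FOXL2 was lower in ovary (-0.24), uterus (-1.59) and endometrium (-0.83) and higher in pituitary gland (0.45). HOXA7, stated as higher in pituitary gland, had a difference of -0.61 there and 0.23 in hypothalamus, where it is higher, and HOXA11 was higher in both (0.35 and 0.53). In the paper hypothalamus and liver have fewer tissue-specific genes than ovary and endometrium, and here they have the most.

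OVGP1 ranks in the paper among factors of hypothalamus and pituitary gland. Its highest tissue here was ovary, with 30.2 averaged over the stages, against 2.38 in pituitary gland. That average rests on the PRE ovary, at 59.0. In POST heifers the ovary, at 1.48, was below the pituitary gland. ELF5 and POU4F2 are described as high in endometrium, hypothalamus and pituitary gland. ELF5 averaged 2.36 in endometrium, 0.0385 in pituitary gland and 0.011 in hypothalamus, and POU4F2 0.559 in hypothalamus, 0.016 in endometrium and 0.0085 in pituitary gland. The paper gives liver and longissimus dorsi muscle most of the connections and adipose tissue and uterus very few. In the networks here, from part of Table S1 and 8 means per stage, genes of liver and longissimus dorsi muscle had 12.9% and 9.63% of the genes and a similar share of connections, hypothalamus had the most, and adipose tissue and uterus the fewest in both stages.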

Other observations

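The values in this part carry no test, and the gene lists were fixed beforehand, while naming single genes across tissues was chosen after the results were seen. In longissimus dorsi muscle, smooth muscle actin (ACTA2) was at 35.3 in PRE and 462 in POST, enteric actin (ACTG2) at 3.16 in PRE and 77.2 in POST and calponin (CNN1) at 12.3 in PRE and 149.7 in POST, while perilipin (PLIN), which coats lipid droplets, was at 47.0 in PRE and 4.09 in POST and the adipocyte gene G0S2 at 18.6 in PRE and 1.48 in POST. Adipocyte genes had a median log2 difference of -0.87 there, with 5 of 15 at least 4-fold lower (ADIPOQ, LEP, CIDEC, PPARG and RBP4), and genes of T and NK cells one of 1.05. Over 13 genes with a high level in adipose tissue alone, the median share of the adipose level was 3.38% in PRE and 0.325% in POST muscle. Heat shock genes had a median of -0.57 in longissimus dorsi muscle, -0.63 in adipose tissue and -0.61 in uterus, with 8, 8 and 9 of 10 members within 2-fold. In endometrium, genes of T and NK cells had a median of -1.08 and those of macrophages one of -1.12. Over all lists and tissues, 37 of 168 medians lay at or above the 99th percentile of random lists and 40 at or below the 1st. LHX8, a factor of cholinergic neurons of the basal forebrain, was at 4.54 in PRE and 0.152 in POST hypothalamus.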
